# Revealing the beneficial effect of protease supplementation to high gravity beer fermentations using "-omics" techniques

**DOI:** 10.1186/1475-2859-10-27

**Published:** 2011-04-23

**Authors:** Maya P Piddocke, Alessandro Fazio, Wanwipa Vongsangnak, Man L Wong, Hans P Heldt-Hansen, Chris Workman, Jens Nielsen, Lisbeth Olsson

## Abstract

**Background:**

Addition of sugar syrups to the basic wort is a popular technique to achieve higher gravity in beer fermentations, but it results in dilution of the free amino nitrogen (FAN) content in the medium. The multicomponent protease enzyme Flavourzyme has beneficial effect on the brewer's yeast fermentation performance during high gravity fermentations as it increases the initial FAN value and results in higher FAN uptake, higher specific growth rate, higher ethanol yield and improved flavour profile.

**Results:**

In the present study, transcriptome and metabolome analysis were used to elucidate the effect on the addition of the multicomponent protease enzyme Flavourzyme and its influence on the metabolism of the brewer's yeast strain Weihenstephan 34/70. The study underlines the importance of sufficient nitrogen availability during the course of beer fermentation. The applied metabolome and transcriptome analysis allowed mapping the effect of the wort sugar composition on the nitrogen uptake.

**Conclusion:**

Both the transcriptome and the metabolome analysis revealed that there is a significantly higher impact of protease addition for maltose syrup supplemented fermentations, while addition of glucose syrup to increase the gravity in the wort resulted in increased glucose repression that lead to inhibition of amino acid uptake and hereby inhibited the effect of the protease addition.

## Introduction

Despite the fact that beer brewing is a traditional process, there is in the today's competitive market a constant demand for further process improvement. One of the main targets for improvement in the brewing fermentation process is the fermentation time, wort fermentability and ethanol yield, equipment use and labor costs. High gravity brewing technique has been introduced since the 70s and gained increasing popularity in recent years as it meets many of these targets.

High gravity brewing uses wort with higher sugar concentration than the one normally used. The resulting beer has higher ethanol content, but the product is then diluted to the required alcohol content. A popular approach for achieving higher sugar concentration is the addition of sugar syrups as adjuncts to the wort, which usually has gravity in the range of 12-14°Plato. However, as sugar syrups do not contain any considerable amounts of nitrogen, their addition to the basic wort dilutes the free amino nitrogen (FAN) content present in the media. Thus, to ensure presence of sufficient nitrogen and to avoid incomplete brewer's yeast fermentation, it is a requirement that higher gravity wort has higher free amino nitrogen content compared to lower gravity wort. While FAN requirements for wort of 12°Plato are in the range of 140-150 mg l^-1^, wort with > 18°Plato requires FAN of 280 mg l^-1 ^[1]. To a certain extent, the FAN requirement is also strain specific [2].

In an earlier study we characterized high gravity beer fermentations at 21°Plato with increased available nitrogen content by addition of various nitrogen sources to the wort - ammonium sulphate, urea or proteases [3]. The results from this characterization showed that the nitrogen supplementation generated by the addition of the multicomponent enzyme (Flavourzyme) with both endo and exo peptidase activities resulted in the best fermentation performance in terms of higher ethanol yield, specific growth rate and specific ethanol productivity in addition to high FAN utilization.

In today's brewing market the efforts are focused on maintaining low sale prices despite an increase in raw material prices while maintaining profits. In order to reach these goals it is important to introduce innovative solutions, and the enzyme producing companies offer new solutions where enzymes can be used to improve the brewing process. The main targets for the currently available enzymes in brewing are focused on obtaining higher extract yields, improved attenuation control, longer beer filter cycle runs, shorter cooking cycles, and reduced beer losses and maturation time [4]. Proteases are commercially used for bioethanol production as a way to provide additional nitrogen available for the yeast. Protease addition to the simultaneous saccharification and fermentation of whole milled cereals is known to improve the final ethanol concentration and the volumetric productivity [5]. While addition of proteases is a commonly used practice for bioethanol production, studies of the addition of proteases as a way to enhance the free amino nitrogen in beer fermentation are very limited. In brewing, additions of proteases have further importance as the amino acid metabolism is related to the flavour and aroma profile of the final beer. The major classes of yeast derived flavour compounds are formed as by-products of the metabolism of sugars and amino acids [6]. Under fermentative conditions, some of the products from the amino acid metabolism might be released into the medium and contribute to the beer flavour.

To approach the problem with nitrogen limitations in high gravity beer fermentations, we showed that adding the multicomponent protease Flavourzyme gives superior fermentation performance in terms of increased initial FAN value and higher FAN uptake, higher specific growth rate, higher ethanol yield and improved flavour profile, in terms of lower acetaldehyde and ethyl acetate levels. In this study we therefore undertook a more detailed analysis of the effect of protease addition to high gravity worts using genome-wide transcriptome analysis and metabolome analysis.

## Materials and methods

### Strain

The flocculent bottom fermenting industrial lager beer yeast strain Weihenstephan 34/70 (Hefebank Weihenstephan, Freising, Germany) was used in this study. The strain was maintained as a frozen stock culture in 40% (v/v) glycerol.

### Fermentation setup

For the studied fermentations, wort with gravity corresponding to 21°Plato was used. Higher gravity was achieved with either glucose or maltose syrup supplementation to the basic wort of 14°Plato [7]. The fermentation setup was designed to simulate as closely as possible the larger scale beer fermentations.

### Wort

All-malt wort with starting gravity of 14.3°Plato and pH 5.2, (Alectia, Denmark), was used. This wort contained 90% carbohydrates of which the fermentable carbohydrates consisted of 4.4% fructose, 12.5% glucose, 66.5% maltose and 16.7% maltotriose (w/v). The wort also contained non-fermentable carbon sources such as dextrins and β-glucan. ZnSO_4_^.^7H_2_O, was added to a concentration of 0.1 ppm Zn. For adjusting the wort to higher gravity- 21°Plato, highly fermentable syrups- Clearsweet^® ^95% Refined Liquid Dextrose Corn Syrup (95.5% glucose, 2.5% maltose, 1% maltotriose, 1% higher saccharides, present in % dry basis (w/w) and Satin Sweet^® ^65% High Maltose Corn Syrup (70% maltose, 18% maltotriose, 9% higher saccharides, 2% glucose, present in % dry basis) were used as adjuncts [7]. Both syrups were kindly provided from Cargill Nordic A/S. Prior to inoculation, the wort was oxygenated with air until it reached 100% saturation.

### Fermentation conditions

For the pre-culture, the yeast from the stock culture was propagated on YPD plates at 30°C for four days. A single yeast colony was transferred to 20 ml of 14°Plato wort in a sterile 50 ml Falcon tube and incubated at 25°C in a rotary shaker at 150 rpm. After 48 hours, the preculture was transferred to a 500 ml shake flask with 375 ml of fresh wort and incubated for 72 h.

All fermentations were performed in 2.2 L bioreactor (Biostat B5; Braun Biotech International, Melsungen, Germany) with a working volume of 1.5 L. Dissolved oxygen was monitored with an autoclavable polarographic oxygen electrode. The fermentors were connected to Braun Biotech Multi-Fermenter Control System (MFCS) for data acquisition. Silicone based antifoam agent FD20P in a concentration of 0.1 ml/L (Basildon Chemicals, England) with food grade quality was used in the fermentations. The reactors were inoculated with a volume of pre-culture, corresponding to 1 × 10^7 ^cells/ml. During the cultivation the temperature was maintained at 14°C and the stirring was set to 90 rpm. Prior to sampling the stirring was increased to 300 rpm for 2 min. The higher stirring allowed better mixing and homogenization of the media and ensured representative sampling. The pH was recorded on-line, but not controlled. After the fermentation was completed, the whole fermentation broth was transferred to a sterile vessel and stored for 14 days at 0°C, for further maturation. Each of the studied fermentation conditions was investigated in duplicate experiments. Detailed physiological characteristics of the performed cultivations have been described previously [7].

### Calculations of growth characteristic parameters

The specific growth rate was determined as the slope from the linear function of the ln (natural logarithmic function) of the cell number (cells/ml) and the fermentation time (h) during the exponential growth phase. The yield coefficients were determined as the slope from the linear regression on the corresponding pairs of substrate (total saccharides) and product concentration (glycerol and ethanol).

### Protease supplementation

In order to increase the available free amino nitrogen content in the studied high gravity beer fermentations, the enzyme Flavourzyme was used as a supplement in a concentration of 60 ppm. Flavourzyme is a commercially available enzyme produced by Novozymes A/S. Previously, Flavourzyme has been commercially used to boost the nitrogen supplementation in bioethanol fermentations. It is a fungal multicomponent enzyme produced from *Aspergillus oryzae *with both endo- and exo- peptidase activities. The optimal temperature and pH for this enzyme complex is 50°C and pH 5-7, respectively.

### Enzyme hydrolysis

In order to determine the activity of the enzyme Flavourzyme and to investigate whether an increase in the gravity or change in the wort sugar composition influence its activity, the hydrolysis efficiency of Flavourzyme in wort at three different gravities was examined. The three different wort compositions were: 14 ˚Plato wort, 21 ˚Plato wort adjusted with glucose syrup and 21˚Plato wort adjusted with maltose syrup. The hydrolysis was performed in 1 L autoclaved shake flasks with a working volume of 800 ml of the selected wort. The enzyme Flavourzyme was added to each of the flask in a concentration of 60 ppm. As controls, shake flasks hydrolysis with no enzyme addition were used. The shake flasks were placed on a shaking table with an agitation of 90 rpm and a temperature of 14 ˚C, conditions that resemble those prevailing during the brewing experiment. For the sampling, 10 ml samples from each of shake flasks were taken daily. Each hydrolysis lasted for two weeks and was done in duplicates.

### Sampling

In order to ensure homogenous composition of the cultivation liquid, prior to each sampling, stirring was increased to 300 rpm. Both transcriptome and metabolome samples were stored at -80°C until further treatment. Samples for analysis of sugars and alcohols were collected on a regular basis every 24 hours throughout the fermentation. For measuring the free amino nitrogen content from the fermentations, samples were collected from the first and the final day of the primary fermentation. For all of the above analyses, 2-10 ml of fermentation samples were withdrawn from the fermentor, immediately filtered through a Cameo 0.20 μm pore size acetate/glass filters (Sartorius AG, Germany) and stored at -20°C prior to analysis.

For the cells count determination, samples were also collected daily. For the transcriptome analyses 20 ml samples were taken both from the early exponential and from the stationary phase. For the metabolome analyses, 10 ml samples were taken in the early phase and 20 ml samples, respectively were taken in the stationary phase. Each sampling was performed in duplicates.

### Free amino nitrogen (FAN)

The levels of free amino nitrogen (FAN) of the unfermented worts and from the last day of the beer fermentation were determined using the ninhydrin method at 570 nm [8]. Glycine was used as a standard.

### HPLC analysis

A Dionex Summit HPLC system (Synnyvale, CA) was used for analysis of sugars and metabolites from the extracellular medium. All metabolites were detected refractometrically (Waters 410 Differential Refractometer Detector, Millipore Corp., Milford, MA) after separation on an Aminex HPX-87H column (Biorad, Hercules, CA) at a temperature of 60°C using 5 mM H_2_SO_4 _as eluent. To allow the separation of the sugars with different degree of polymerization, two Aminex columns were mounted in serie with isocratic elution at 0.40 ml/min. External standards of maltotriose (DP3), maltose (DP2), glucose (DP1), fructose (DP1), glycerol and ethanol were used.

### Metabolome analysis

After withdrawal from the fermentor, the samples were rapidly quenched into 20 ml precooled (-40°C) 72% methanol. Cells were centrifuged at 10 000 × g for 20 minutes in -20°C to separate them from the quenching solution. Further on, the intracellular metabolites were extracted using chloroform: methanol: 3 mM Pipes buffer (pH = 7) extraction [9]. Following extraction, the samples were lyophilized using a Christ-Alpha 1-4 freeze dryer.

Following lyophilisation, the samples were resuspended in 200 μl of 1% (w/v) NaOH solution and derivatised using previously described methodology [10,11]. In order to decrease the matrix effect in the extracellular samples containing a high concentration of maltodextrins (sugars), the samples were resuspended in 2 ml of NaOH solution. As external standards, amino acid standards (Sigma) at two different levels were used. As internal standards, 20 mM of EDTA and 30 mM of chlorophenylalanine were used. Samples were normalised by the amount of intracellular standards and by the cell number and expressed as normalized peak area. Intra- and extracellular metabolites belonging to the group of amino acids and non-amino organic acids were analysed by GC-MS. GC-MS analysis was performed with a Hewlett-Packard system HP 6890 gas chromatograph coupled to a HP 5973 quadrupole mass selective detector (EI) operated at 70 eV. For the analyses, column J&W1701 column with size (30m ×250 μm × 0.15 μm) was used (Folsom, CA). The used GC-MS program has previously been described [12]. Peak detection was conducted with AMDIS (NIST, Gaithersburg, MD) using default parameters. Each sample was analysed in duplicates.

### Transcriptome analysis

#### Probe preparation and hybridization to arrays

Samples for RNA isolation were taken in duplicates during the stationary phase of the fermentations. For each sample, 20 mL of culture were sampled into 50 mL tubes containing 20 mL crushed ice and immediately centrifuged at 4000 rpm for 5 min at 4°C. The supernatant was discarded and the pellet was frozen instantaneously in liquid nitrogen and stored at -80°C. Total RNA was extracted using RNeasy Mini Kit (Qiagen), according to the protocol for total RNA isolation from yeast. The quality and the integrity of the extracted total RNA was analyzed using an Agilent Bioanalyzer 2100 (Agilent technologies Inc., USA) and RNA 6000 Nano LabChip kit. The cDNA and cRNA syntheses, labeling and cRNA hybridization on the oligonucleotide Yeast Genome 2.0 Array (Affymetrix, CA) were performed as described in the Affymetrix GeneChip^® ^expression analysis manual [13]. GeneChip^® ^Hybridization Oven, Fluidics Station FS-450 and 3000 7G Scanner were used for array hybridization, washing, staining and scanning.

#### Data acquisition and gene expression analysis

Affymetrix Microarray Suite v5.0 was used to generate CEL files from the scanned microarrays. Data analysis was performed by using the statistical open source language R [14]. Data preprocessing was carried out by using the Robust Multichip Average (RMA) method [15]. The function *rma *is contained in the R/affy package [16] and it implements RMA by correcting the Perfect Match (PM) probes, performing normalization [17] and calculating the expression measure by using median polish method.

In order to select genes whose expression levels were related to the experimental factors, Two-Way Analysis Of Variance (ANOVA) was performed. The 2×2 experimental design comprises two main factors ('wort type' and 'protease supplementation'), each having two levels ('glucose wort/maltose wort' and 'protease supplemented/protease non-supplemented'). The Two-Way ANOVA model was fitted in order to identify significantly changed gene expression levels with respect to the two above mentioned factors, as well as, the interaction term ('wort type*protease supplementation'). The P-value was corrected for multiple testing by applying the False Discovery Rate (FDR) methodology [18] and genes were selected by imposing a cut-off value of 0.05. Furthermore, as regards to the gene lists associated with the two main factors, only genes with |log_2_(fold change)| > 1.301 were considered. Genes selected within the interaction term were further investigated in order to find out which genes showed differences in each of the four possible factor level combinations: 'glucose wort*protease supplemented', 'glucose wort*protease non-supplemented', 'maltose wort*protease supplemented' and 'maltose wort*protease non-supplemented'. The identification of these genes was achieved by using the template match method and the R/code [19]. Moreover, gene ontology (GO) process terms of the selected genes were determined using GO Slim Mapper tools (Saccharomyces Genome Database (SGD)) with significance at P-value < 0.01. Normalized gene expression data was deposited at Gene Expression Omnibus (GEO) database [20] with accession number GPL2529 (platform), GSM607733-GSM607740 (samples) and GSE24645 (series).

#### Reporter Regulators (Transcription Factors) analysis

Reporter regulators, also named Reporter Transcription Factors or TFs, were determined using the software and regulatory network of Oliveira et al., 2008 [21]. The software is based on reconstructed graph covering each known transcription factor or regulatory protein, connected to all genes known to be effected by these proteins from the Yeast Protein Database (YPD).

In order to apply Reporter TFs, pairwise t-test analysis was performed to obtain statistical values. After that gene expression data sets was combined with reconstructed graph covering each known transcription factor or regulatory protein to identify a key transcription factor and its regulatory pathway that was the most significantly effected by the addition of protease in the 21°Plato glucose or maltose syrup supplemented fermentations.

## Results

During the course of high gravity beer fermentations, brewer's yeast is exposed to a number of stressful conditions such as high osmotic pressure caused by the high glucose concentrations in the beginning of the fermentations and ethanol stress, imposed by the elevated ethanol concentration levels towards the end of the fermentations. Furthermore, an increase in the gravity by the addition of sugar syrups to the media results in lower free amino nitrogen concentrations than the minimum required, thus brewer's yeast is exposed to an additional stress, caused by nitrogen limitation and limitations in the level of other nutrients, resulting in restricted growth [22]. In order to further investigate the effect of protease addition and its influence on the brewer's yeast metabolism, detailed intra and extracellular metabolome and transcriptome analyses were performed in samples collected from the early exponential and from the stationary phase of the fermentations.

### Enzyme hydrolysis

In order to determine the activity of the enzyme at the conditions prevailing during beer fermentation, enzyme hydrolysis experiments were performed.

With optimum temperature at 50°C and pH of 5-7, obviously, the lager beer fermentations at 14°C, with a pH ranging from around 5.2 to 4 during the course of the fermentations, provide harsh conditions for the enzyme. According to the Flavourzyme product sheet, at the conditions imposed during lager beer fermentation, the enzyme will be functioning with approximately 40% of its maximum activity. To determine the activity of Flavourzyme during the course of lager beer fermentations, Flavourzyme hydrolysis was performed at conditions resembling the conditions of lager beer fermentations. The results of the FAN analysis for the initial and the final sample of the enzyme hydrolysis experiments are presented in Figure 1.

**Figure 1:**
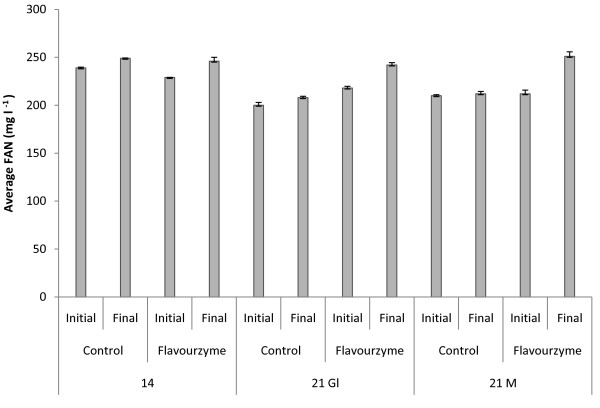
**Results from the FAN measurements of initial and final samples collected during enzyme hydrolysis assays**. The values are average of duplicate measurements with standard deviation < 10%.

The hydrolysis experiments showed significantly higher increase in the FAN content, for the Flavourzyme supplementation (25 to 40 mg l^-1^), while variations at the FAN value for the control fermentations remain within the measurement standard deviation of 10%.

### Physiological characterisation of the Flavourzyme supplemented fermentations

Previous characterisation of the Flavourzyme supplemented fermentations has shown to result in a higher specific growth rate, but a similar overall ethanol yield compared to the non supplemented fermentations [3].

Both for the glucose and maltose supplemented fermentations with Flavourzyme addition, the specific growth rate was 0.074 (h^-1^), compared to 0.050 (h^-1^) and 0.064 (h^-1^) for the glucose and maltose syrup supplemented fermentations, respectively, without enzyme supplementations. For the glucose syrup supplemented fermentations, the ethanol yield was 0.48 g/g both for the non supplemented and Flavourzyme supplemented fermentations, while the glycerol yield was 0.026 and 0.024 (g/g), respectively. For the maltose supplemented fermentations, ethanol yield was 0.49 (g/g) for the control and 0.47 (g/g) for the Flavourzyme supplemented fermentations, while the glycerol yield remain the same in both cases (0.018 g/g). Furthermore, supplementation with Flavourzyme also resulted in shorter lag phase of the brewer's yeast cell growth. Despite the similar or slightly lower ethanol yield for the Flavourzyme supplemented fermentations, due to the higher specific growth rate, the specific ethanol productivity (calculated from the yield coefficients multiplied by the growth rate) of those fermentations was higher (Figure 2). The Flavourzyme supplemented fermentations also showed improved wort fermentability. While the non supplemented fermentations resulted in final gravity of 5.2 and 4.3, for the glucose and maltose syrup supplementation, respectively, the same fermentations with Flavourzyme addition had final gravity of 4.9 and 3.5, respectively, pointing to an improved utilization of the nitrogen available in the wort.

**Figure 2:**
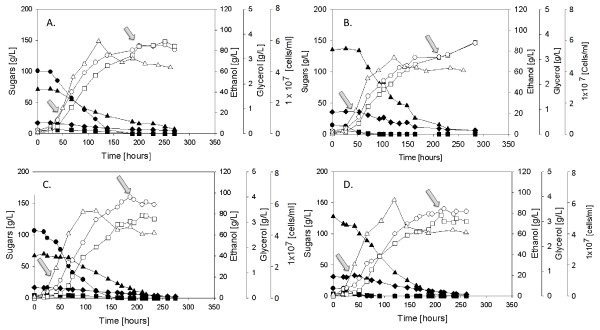
**A. Control fermentations with glucose syrup supplementation; B. Control fermentations with maltose syrup supplementation; C. Glucose syrup supplemented fermentations with Flavourzyme addition; D. Maltose syrup supplemented fermentations with Flavourzyme addition**. Arrows in the figures correspond to the sampling points for metabolome and transcriptome analysis of the studied fermentations. In the graphs, black circles represent the concentrations of glucose, black squares of fructose, black triangles of maltose, black diamonds of maltotriose, white squares of ethanol, white circles of glycerol and white triangles represent the numbers of cells/ml.

In order to further investigate the effect of the multicomponent enzyme Flavourzyme on the metabolism of the lager brewer's yeast strain Weihenstephan 34/70, following the physiological characterization, samples for transcriptome analysis and intra- and extracellular metabolome analysis from the early exponential phase (around 40 to 50 fermentation hours) and from the stationary phase (around 200 to 220 fermentation hours) were collected (the sampling points are indicated by arrows in Figure 2). The exact time of sampling for the studied fermentation conditions varied between the glucose and maltose syrup supplemented as well as between protease supplemented and non-supplemented fermentations.

### Metabolome analysis

Metabolites are the end products of cellular regulatory processes and they play a very important role in connecting many different pathways that operate within a living cell. Metabolome analysis is complicated since it includes all small molecules in a biological system. In addition, metabolites are heterogeneous, have different types of structures, functional groups, physicochemical properties, concentrations and many of them are still unknown [9]. Thus, the levels of metabolites can be regarded as the ultimate response of an organism to genetic alterations or environmental influences.

In the current study, the principle of alkylation reaction using methyl chloroformate [10,11] was used to enable simultaneous separation, detection and quantification of both intracellular and extracellular metabolites, belonging to the groups of amino acids and non-amino organic acids as well as their derivatives. From the approximately 600 metabolites included in the genome-wide metabolic reconstruction for yeast *Saccharomyces cerevisiae *[23], 40% are amines, amino acids and organic acids. Out of those, the applied method used in-house developed MS library, consisting of 75 metabolites which play a major role in the central carbon metabolism and amino acid biosynthesis. For calculating the fold change of the metabolites between the studied conditions, the value for each metabolite was represented as the average value from duplicate analysis of metabolome samples from the same fermentation as well as from duplicate fermentations.

#### Intracellular metabolites

In total, 39 intracellular metabolites were determined from the early exponential and from the stationary phase of the studied fermentations. In order to investigate the impact of the enzyme addition on the type of the sugar syrups used, the samples for the glucose and maltose syrups supplemented fermentations from the early exponential and from the stationary phase were compared.

Comparison between the glucose and maltose syrup supplemented fermentations with protease supplementation showed higher concentration for most of the amino acids and organic acids for the maltose syrup supplemented fermentations with protease addition (See Table 1 and Table 2). The effect on the addition of Flavourzyme was especially pronounced for the early exponential phase of the studied fermentations. From the early exponential phase of the control fermentations only asparagine was present in higher level for maltose syrup supplemented fermentations. For the samples from the early exponential phase, Flavourzyme addition in the maltose syrup supplemented fermentation showed an increase in the fold change for fifteen of the studied amino acids (Table 1). The fold change increase for most of the amino acids was in the range from 1 to 2, with the exception of isoleucine, that had a fold change increase of 2.74. For the stationary phase of the control fermentations, in total, also fifteen amino acids were present in higher fold change for the maltose syrup supplemented fermentations, with a fold change in the range from 1 to 13.8. For the stationary phase of the control fermentations, higher fold change for the maltose syrup supplemented fermentations compared to the glucose syrup supplemented ones, was observed for the intermediate of cysteine- cystathionine (13.8), histidine (13.2), phenylalanine (10.7) and lysine (8.95) (Table 1).

**Table 1:** Fold change of the intracellular amino acids and amino acid intermediates compounds of the maltose syrup versus glucose syrup supplemented fermentations

	Maltose/Glucose Early exponential phase		Maltose/Glucose Stationary phase	
	
	Control	Flavourzyme supplementation	Control	Flavourzyme supplementation
**Alanine**	0.19	1.18	4.63	1.22

**Glycine**	0.05	0.22	5.46	1.40

**2-aminobutyric acid**	0.13	0.49	0.29	1.61

**Valine**	0.12	1.15	6.06	1.49

**Leucine**	0.14	1.97	3.61	1.35

**Isoleucine**	0.38	2.74	4.01	0.95

**4-amino-n-butyric acid**	-	1.20	1.41	0.85

**Proline**	0.13	0.82	0.55	1.11

**Threonine**	0.42	1.00	0.89	0.39

**Serine**	0.26	1.75	1.44	0.73

**Asparagine**	1.02	1.37	1.82	1.00

**Methionine**	0.74	1.78	-	-

**N-acetyl-L-glutamate**	-	-	0.37	0.54

**Phenylalanine**	0.29	1.40	10.7	1.14

**Trans-4-hydroxyproline**	-	-	-	1.87

**Ornithine**	-	0.35	1.02	0.90

**Lysine**	0.35	0.65	8.95	1.99

**Glutamine**	-	-	-	2.50

**Histidine**	0.29	1.31	13.2	1.03

**Tyrosine**	0.50	1.01	3.50	0.84

**Tryptophan**	0.42	1.14	7.38	1.19

**Cystathionine**	0.27	0.46	13.8	1.29

**Aspartic acid**	0.27	1.10	3.26	1.69

**Glutamic acid**	0.19	1.76	3.72	1.00

The underlined numbers represents an increase in the fold change between the Flavourzyme supplemented versus non-supplemented fermentations for the respective fermentation phase. The symbol "-"indicates that the metabolites were not present in the studied conditions.

**Table 2:** Fold change of the intracellular organic acids for the studied fermentations of the maltose syrup versus glucose syrup supplemented fermentations

	Maltose/Glucose Early exponential phase		Maltose/Glucose Stationary phase	
	**Control**	**Flavourzyme supplementation**	**Control**	**Flavourzyme supplementation**
	
**Pyruvic acid**	-	3.63	-	0.68

**Malonic acid**	-	0.13	-	0.35

**(3S)-3-Methyl-2-oxopentanoic acid**	-	0.36	-	0.61

**Fumaric acid**	-	1.16	-	0.96

**Malic acid**	-	1.16	-	0.96

**Succinic acid**	0.10	1.57	1.36	0.62

**Citramalic acid**	0.00	1.03	1.69	0.45

**Nicotinic acid**	0.29	3.09	0.34	1.10

**2-isopropylmalic acid**	-	-	0.39	1.30

**2-oxoglutaric acid**	-	0.84	0.49	2.70

**Citric acid**	0.20	1.74	1.46	1.59

**cis-Aconitic Acid**	0.35	1.98	3.75	1.27

**Pyroglutamic acid**	0.26	-	-	-

**Isocitric acid**	0.09	0.64	0.10	1.23

**Cumaric acid**	-	0.71	-	0.56

**5-hydroxymethyl-2-furaldehyde**	-	0.78	-	0.46

**Glutaric acid**	-	0.01	-	0.71

**Glyceric acid**	-	1.71	-	0.91

The underlined numbers represent the increase in the fold change for the studied metabolites between the Flavourzyme supplemented versus non-supplemented fermentations for the respective fermentation phase. The symbol "-"indicates that the metabolites were not present in the studied conditions.

All of the studied organic acids from the early exponential phase of the control fermentations were present in higher concentrations for the glucose syrup supplemented fermentations compared to the maltose syrup supplemented ones. Addition of Flavourzyme to the maltose syrup supplemented fermentations resulted in increase in the concentrations for most of the TCA cycle intermediates. While for most of the organic acids the increase in the fold change was in the range between 1 to 2, pyruvic acid and nicotinic acid showed higher fold change increase to 3.63 and 3.09, respectively. In the stationary phase, the control fermentations with maltose syrup supplementation resulted in higher fold increase in the range of 1.36 to 3.72 for succinic, citramalic, citric and cis-aconitic acids, respectively. Addition of Flavourzyme to the maltose supplemented fermentations resulted in higher fold change for nicotinic, isocitric, cis-aconitic, 2-isopropylmalic, citric and 2-oxoglutaric acids. Their fold change increase was in the range of 1.10 to 2.70.

#### Extracellular metabolites

In total, 14 extracellular metabolites were determined from the early exponential and from the stationary phase of the studied fermentations. In general, fewer compounds were found extracellularly than intracellularly.

Comparison of the determined extracellular metabolites from the stationary phase between the maltose and glucose syrup supplemented fermentations without protease supplementation, showed significantly higher concentrations of the amino acids and organic acids involved in the pyruvate metabolism- alanine, valine, leucine, pyruvic acid and 2-isopropylmalic acid. In addition, phenylalanine and tyrosine involved in the phosphoenolpyruvate metabolism and isoleucine were also present in significantly higher concentrations for the maltose syrup supplemented fermentations (Table 3). For the glucose supplemented fermentations without protease supplementation, the TCA cycle intermediates- citric acid, succinic acid, cis-aconitic acid and 2-oxoglutaric acids were present in significantly higher concentrations.

**Table 3:** Fold change of the extracellular amino and organic acids detected from the stationary phase of the studied fermentations

	Maltose/Glucose		Glucose/Maltose	
	**Control**	**Flavourzyme supplementation**	**Control**	**Flavourzyme supplementation Alanine**
	
**Alanine**	> 20	1.97		0.51

**Valine**	> 20	2.09	-	0.48

**Leucine**	> 20	9.36	-	0.11

**Isoleucine**	> 20	9.36	-	0.11

**Proline**	2.51	0.29	0.40	3.43

**Citric acid**	0.95	0.52	1.05	1.94

**Phenylalanine**	> 20	1.48	-	0.67

**Tyrosine**	> 20	> 20	-	-

**Sucinic acid**	0.45	0.23	2.24	4.28

**Cis-Aconitic Acid**	-	-	> 20	6.62

**2-oxoglutaric acid**	-	-	> 20	-

**Pyruvic acid**	> 20	0.36	-	2.79

**Citramalic acid**	-	-	-	> 20

**2-isopropylmalic acid**	> 20	-	-	-

The underlined numbers represent the increase in the fold change for the respective metabolites between the Flavourzyme supplemented versus non-supplemented fermentations. The symbol "-"indicates that the compound was not present in at least one of the studied conditions.

Addition of Flavourzyme to the maltose syrup supplemented fermentations resulted in further increase of the alanine, valine, leucine, isoleucine and phenylalanine concentrations (Table 3). Addition of Flavourzyme to the glucose syrup supplemented fermentations resulted in further increase of the concentrations of the TCA intermediates- citric, succinic, pyruvic acid as well as increase in the concentration of citramalic acid.

### Transcriptome analysis

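Gene expression of the brewer's yeast Weihenstephan 34/70 was compared between fermentations of 21 °Plato wort with glucose or maltose syrup, run at 14°C with 60 ppm of the peptidase mixture Flavourzyme or without it. RNA from stationary phase samples, taken at about 200 to 220 h, had been hybridized to Affymetrix yeast arrays that carry probe sets for S. cerevisiae and for the fission yeast S. pombe. The paper states that sampling times differed between the worts and between fermentations with and without Flavourzyme. An effect of wort or Flavourzyme therefore cannot be told apart here from one of sampling time. The 7 arrays used here were 2 from glucose wort without Flavourzyme (glucose control), 2 from maltose wort without it (maltose control), 2 from glucose wort with Flavourzyme and 1 from maltose wort with Flavourzyme. The methods state that each condition was run in duplicate experiments and that RNA samples were taken in duplicates. The paper's text does not say whether the RNA duplicates came from separate fermentations. Every p-value given with these arrays therefore measures only the spread between these samples. The number of arrays limits the precision of each value. The authors made the values with the RMA method, which corrects the background, normalizes the arrays to each other and gives log2 signals. From these values, 5635 S. cerevisiae genes were tested with limma in a model of the 4 groups with 3 residual degrees of freedom, where the single maltose Flavourzyme array is assumed to vary like the other groups. The wort effect was the mean of both maltose groups minus that of both glucose groups, and the Flavourzyme effect was computed likewise. Where the maltose Flavourzyme array was left out, the wort effect was that without Flavourzyme alone. The Flavourzyme effect was then that in glucose wort alone. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05, and for these main effects also at an absolute log2 fold change over 1.301. The interaction, which is the Flavourzyme effect in maltose wort minus that in glucose wort, and the Flavourzyme effect within each wort were called at the adjusted p alone. Members of 36 gene lists were counted in the same way, and each list was compared with all other genes by limma's camera test. Over all genes tested, the first principal component held 64.1% of the variance and parted the maltose arrays from the glucose arrays. On the second, with 19.0%, glucose control replicate 1 lay near the maltose Flavourzyme array. The correlation between duplicates was 0.997 for the maltose controls, 0.988 for glucose wort with Flavourzyme and 0.928 for the glucose controls.

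**Figure D1:**
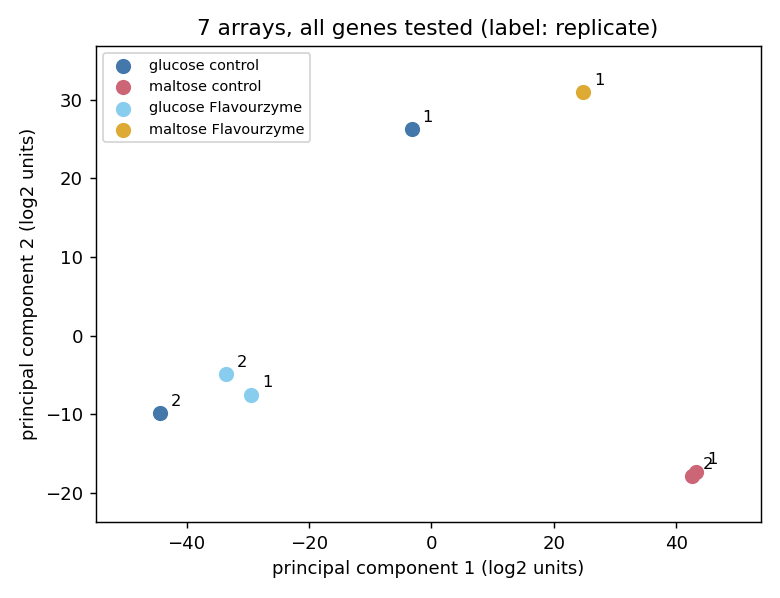
Scores of the 7 arrays on the first and second principal component of all genes tested, in log2 units, coloured by group and labelled by replicate. Glucose arrays lie between -44.3 and -3.20 on the first component and maltose arrays between 24.8 and 43.2. On the second, glucose control replicate 1 lies at 26.3 and the maltose Flavourzyme array at 31.0.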

To study the effect on the addition of the multicomponent protease Flavourzymes on the metabolism of the brewer's yeast Weihenstephan 34/70, genome-wide transcription profiles from the stationary phase of the studied fermentations were analyzed. To quantitatively determine the genes with significantly changed expression, Two-Way ANOVA analysis was performed.

Based only on the type of sugar syrup used (maltose rich versus glucose rich), at a P-value of 0.05, Two-Way ANOVA test revealed 311 genes with significant changes in their expression. Of those, 204 were up-regulated and 107 were down-regulated in the maltose syrup supplemented fermentations. 

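TIR4, PDR11 and SET4 were among the genes with the largest increases in maltose wort. TIR4, a cell wall mannoprotein made under anaerobic conditions, had a log2 fold change of 2.82 (standard error 0.16, adjusted p = 0.00248). For PDR11, a sterol importer, it was 2.62 (standard error 0.38, adjusted p = 0.0108), and for SET4, a chromatin protein, it was 3.12 (standard error 0.16, adjusted p = 0.00248). APC5, MTW1 and SPC98, which encode parts of the anaphase-promoting complex, the kinetochore and the spindle pole body, had values of 2.64, 2.58 and 2.51, with SDs of 1.45, 1.12 and 1.42 between the glucose controls (n = 2). The mean signals of SET4, MTW1 and SPC98 in both glucose groups, and of PSR1 in the maltose control, were below the 95th percentile of the S. pombe probe sets (4.96), so the sizes of their fold changes are uncertain. The largest decreases included SKS1, a kinase for growth at low glucose, with -4.17 (standard error 0.46, adjusted p = 0.00827), the plasma membrane phosphatase PSR1, with -3.93, and the protein kinase RCK1, with -3.56. The SDs of SKS1, PSR1 and RCK1 between the glucose controls were 1.34, 1.26 and 2.13 (n = 2). By limma, 496 of the genes tested passed both thresholds, 295 higher and 201 lower in maltose wort, 2816 had an unadjusted p under 0.05, and 1931 passed the adjusted p alone. The 2-way test without moderation called 138 with marginal sums of squares, 61 higher and 77 lower. With sequential ones it called 189, 81 higher and 108 lower. The split between higher and lower thus depended on the test, and it depended on the scaling as well. In limma's test, 127 genes were higher and 263 lower when quantile normalization was repeated over the S. cerevisiae probe sets alone. Without one array, the number of genes called was 912 (glucose control replicate 1), 361 (glucose control replicate 2), 10 and 11 (either maltose control), 38 and 0 (glucose Flavourzyme replicates 1 and 2) or 758 (maltose Flavourzyme).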

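The hexose transporter genes HXT2, HXT17 and HXT4 had the lowest fold changes between the worts. On the log2 scale, HXT2 stood at -5.80 (standard error 0.93, adjusted p = 0.0128), the lowest of all genes called, followed by HXT17 at -5.05 (standard error 0.29, adjusted p = 0.00248) and HXT4 at -4.52, and HXT13 had -4.04. The probe sets of HXT17 and HXT13 are of a kind that can bind several similar transcripts. The signal of HXT17 was 10.7 ± 0.761 (SD, n = 2) in the glucose control and 6.17 ± 0.0563 (SD, n = 2) in the maltose control. The glucose controls lay further apart for HXT2, HXT4 and HXT13, with SDs of 2.78, 2.88 and 1.33 (n = 2). FLO11, a cell surface flocculin for adhesion and biofilm growth, had a value of -3.52 (standard error 0.44, adjusted p = 0.00930). At the other end were YAL065C, a reading frame similar to the flocculin genes, with 3.93 (standard error 0.34, adjusted p = 0.00643), the highest of all genes called, and the flocculin FLO9, with 2.96 (standard error 0.19, adjusted p = 0.00332), whose probe set is also of the shared kind. Mean signals of HXT13 in both maltose groups and of YAL065C in glucose wort with Flavourzyme were below the 95th percentile of the S. pombe probe sets (4.96), so the sizes of these values are uncertain. The flocculin values rested on the maltose Flavourzyme array: without it, YAL065C stood at 0.97 and FLO9 at 0.37, and neither was called. Values for HXT2 and HXT17 stayed between -6.78 and -4.50 with any array left out, but none of these genes was called without glucose Flavourzyme replicate 2. HXT2, HXT13 and FLO11 were also not called without either maltose control or glucose Flavourzyme replicate 1, nor HXT4, which was also not called without the maltose Flavourzyme array (-3.64).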

The levels of the fold change for the significantly changed genes were in the range from -4 to 3.4. Among the up-regulated genes, the most significantly enriched GO terms revealed overrepresentation for the following categories: organelle organization, RNA metabolic process, translation, transcription, transport, cell cycle as well as response to stress, carbohydrate and lipid metabolism (Additional file 1). 

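Genes of anaerobic sterol uptake were higher in maltose wort than the bulk of genes, and genes of translation were so on average over both Flavourzyme states. Scaling of the arrays left a median log2 fold change of 0.26 over all genes tested, so list medians are also given relative to it. Of 8 measured genes of the list DAN/TIR and anaerobic sterol uptake, 5 rose, both over all genes tested and adjusted over the list alone, with a median of 1.66 (1.40 relative to all genes, camera adjusted p = 0.0163, but adjusted p = 0.355 with an estimated correlation). Among them were the cell wall proteins TIR1 (1.98, standard error 0.14, adjusted p = 0.00381) and TIR3 and the sterol importer AUS1 (1.42). Of 24 genes of ergosterol synthesis, 5 rose over all genes tested and 5 adjusted over the list alone, among them the sterol enzymes ERG2 (1.48) and ERG7 (1.36), while the list did not pass (camera adjusted p = 0.174). Of 54 mitochondrial ribosomal proteins, MRPL32 (1.45, standard error 0.19, adjusted p = 0.00991) and MRPL49 (1.32) rose over all genes tested and adjusted over the list alone, and the list's median was 0.57 (0.31 relative to all genes, camera adjusted p = 0.00154, but adjusted p = 0.672 with an estimated correlation). Of 128 cytoplasmic ribosomal proteins, 47 passed the adjusted p over all genes tested and 50 adjusted over the list alone, all of them higher and below the fold threshold, as for RPS14A (0.92) and RPS23B (1.04). Their median stood 0.31 above that of all genes (camera adjusted p = 0.000144, but adjusted p = 0.672 with an estimated correlation). Of 14 mitochondrial aminoacyl-tRNA synthetases, which load amino acids onto tRNAs, 6 passed the adjusted p over all genes tested and 6 adjusted over the list alone, MSM1 (1.25) and MST1 (1.22) included, again below the fold threshold (camera adjusted p = 0.0197, but adjusted p = 0.672 with an estimated correlation). Relative to all genes, the medians of cytoplasmic ribosomal proteins, mitochondrial ribosomal proteins and mitochondrial aminoacyl-tRNA synthetases were 1.04, 0.88 and 1.08 without Flavourzyme, but -0.29, -0.17 and -0.32 with it. Their interaction medians were -1.38 (camera adjusted p = 1.79e-28, but adjusted p = 0.542 with an estimated correlation), -0.95 (camera adjusted p = 5.3e-11, but adjusted p = 0.580 with an estimated correlation) and -1.32 (camera adjusted p = 2.05e-05, but adjusted p = 0.542 with an estimated correlation). Probe sets for ribosomal RNA differed with the wort as well: their mean log2 signal was 12.0 on the 4 glucose arrays (11.1 to 13.1) and 8.88 on the 3 maltose arrays (8.54 to 9.50). Without glucose control replicate 1, the camera adjusted p was 0.0743 for the list DAN/TIR and anaerobic sterol uptake and 0.132 for mitochondrial ribosomal proteins and mitochondrial aminoacyl-tRNA synthetases. The genes called here were not called without glucose Flavourzyme replicate 2, or without either maltose control, where TIR1 stood at 1.97 and 1.99. MRPL49 was also not called without glucose control replicate 1 (1.19), and AUS1 and ERG7 were not without the maltose Flavourzyme array (1.22 and 0.99) or glucose control replicate 2.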

Of the up-regulated genes, 6 genes, (representing 2.9% of cluster frequency) were involved in the amino acids related metabolism and protein catabolism. 

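Genes of amino acid metabolism and tRNA charging, MET5, GRS1, ILV6, ARO80, MSY1 and MSF1, were higher in maltose wort on average over both Flavourzyme states. MET5, also named ECM17 and encoding a subunit of sulfite reductase, had a log2 fold change of 0.97 (standard error 0.14, adjusted p = 0.0109). The glycyl-tRNA synthetase GRS1 had 0.78 (standard error 0.20, adjusted p = 0.0308), and ILV6, the regulatory subunit of acetolactate synthase in branched-chain amino acid synthesis, had 0.73 (standard error 0.15, adjusted p = 0.0211). ARO80, an activator of aromatic amino acid catabolism, had 0.56 (standard error 0.15, adjusted p = 0.0387). The mitochondrial tyrosyl- and phenylalanyl-tRNA synthetases MSY1 and MSF1 had 0.91 and 0.64, with adjusted p-values of 0.0235 and 0.0262. In limma's test, 6 of 6 passed the adjusted p and none reached the fold threshold. The study chose these genes on the same samples, so their shared direction is not independent evidence. Without the maltose Flavourzyme array, MET5 (1.74), GRS1 (1.71), ILV6 (1.37), MSY1 (1.81) and MSF1 (1.70) passed both thresholds, and ARO80 stood at 0.026. With Flavourzyme, the values were 0.21, -0.15, 0.10, 0.0071 and -0.41 for these 5 and 1.10 for ARO80, none past the test, and none of the 6 interactions passed (adjusted p between 0.0614 and 0.160).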

The six genes were involved in amino acids biosynthesis (*ECM17*), glycine catabolism (*GRS1*), branch chain amino acids- leucine, isoleucine, valine synthesis and catabolism (*ILV6*, *ARO80*), tyrosine (*MSY1*) and phenylalanine (*MSF1*) synthesis. 

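Genes of sugar uptake, respiration and protein folding were lower in maltose wort. Of 13 hexose transporters, 7 fell, both over all genes tested and adjusted over the list alone, HXT3 (-2.98, standard error 0.31, adjusted p = 0.00827), HXT7 (-2.57) and HXT1 (-1.84) among them, with a list median -2.10 relative to all genes (camera adjusted p = 9.39e-06, but adjusted p = 0.343 with an estimated correlation). Of 34 genes of oxidative phosphorylation, 8 fell over all genes tested and 8 adjusted over the list alone. These included cytochrome c CYC1 (-2.83, standard error 0.17, adjusted p = 0.00267), the NADH dehydrogenases NDE1 (-2.81, standard error 0.16, adjusted p = 0.00248) and NDI1 (-2.23) and the cytochrome c oxidase subunit COX6 (-1.46), and the list median stood -0.82 relative to all genes (camera adjusted p = 1.44e-10, but adjusted p = 0.246 with an estimated correlation). Of 20 heat shock proteins and chaperones, 5 fell over all genes tested and 5 adjusted over the list alone, with FES1 at -2.57, STI1 at -2.18, HSP30 at -1.98 and SIS1 at -1.36 (camera adjusted p = 1.56e-05, but adjusted p = 0.355 with an estimated correlation). Of 19 genes of gluconeogenesis, glyoxylate and fatty acid oxidation, 4 fell over all genes tested and 4 adjusted over the list alone, among them the invertase SUC2 (-2.64), the lactate importer JEN1 (-3.10) and CAT8 (-1.83), an activator of gluconeogenesis genes (camera adjusted p = 0.00115, but adjusted p = 0.246 with an estimated correlation). In the tricarboxylic acid cycle, fumarase FUM1 (-1.33) fell, as 1 of 16 genes over all genes tested and 1 adjusted over the list alone (camera adjusted p = 0.00175, but adjusted p = 0.343 with an estimated correlation). The ribosomal RNA probe sets were lower on the maltose arrays too, by a mean difference of -3.08 on the log2 scale. Calls for CYC1 and NDE1 ended without glucose Flavourzyme replicate 2 (-2.77 and -2.78), and those of the other genes also without either maltose control or glucose Flavourzyme replicate 1 (-2.98, -2.97 and -2.99 for HXT3). FUM1 was also not called without glucose control replicate 1 (-1.30) or without the maltose Flavourzyme array (-0.94), nor SIS1 without glucose control replicate 2 (-1.26).

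**Figure D2:**
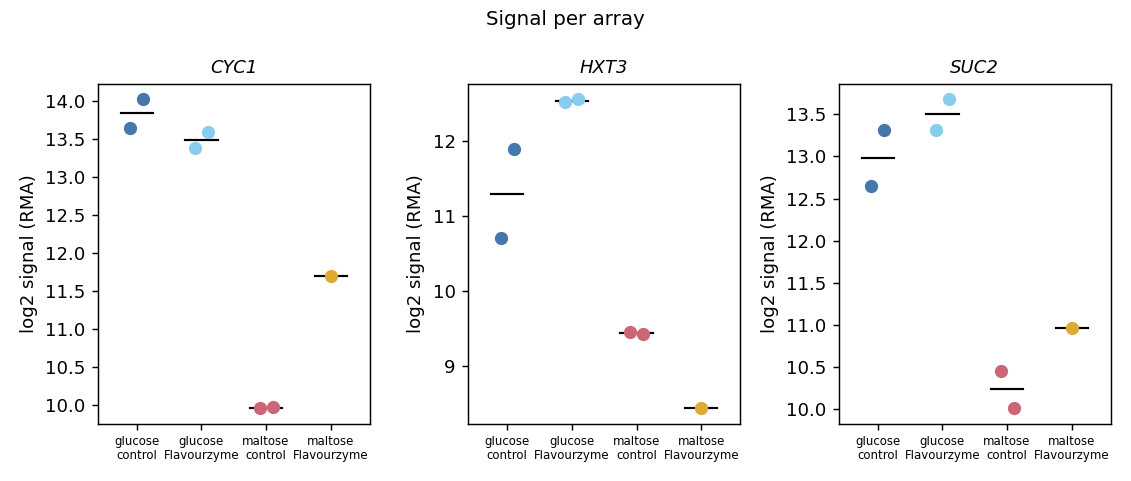
Log2 RMA signal of CYC1, HXT3 and SUC2 on each array (points) with the mean of each group (lines). In every panel the 3 maltose arrays lie below the 4 glucose arrays, and the maltose Flavourzyme array is single.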

For the down-regulated genes, the GO overrepresented terms included transport, response to stress, RNA metabolic process, organelle organization and transcription as well as amino acid and amino acid derivatives metabolic processes, protein catabolic processes, carbohydrate and lipid metabolism. In total, 9 genes, representing 8.4% cluster frequencies, were involved in the amino acid and protein catabolic processes (Additional file 2: Table S1). Those genes were mainly involved in the glutamate (*GDH3*, *CIT2*), histidine (*HIS1*), methionine (*ADI1*, *STR3*) and asparagine (*ASN1*) biosynthesis as well as glycine (*GCV1*) and proline (*PUT1*) catabolism.

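Genes of ammonia assimilation and methionine metabolism were among those of amino acid metabolism that fell in maltose wort on average over both Flavourzyme states. In the list for glutamate, glutamine, aspartate and asparagine synthesis, 3 of 8 genes fell, over all genes tested and adjusted over the list alone: GDH1 (-3.07, standard error 0.48, adjusted p = 0.0123) and GLN1 (-2.24, standard error 0.23, adjusted p = 0.00827), which fix ammonia, and the citrate synthase CIT2 (-1.94, standard error 0.15, adjusted p = 0.00458), and for the list camera adjusted p = 0.00115, but adjusted p = 0.343 with an estimated correlation. In the list for methionine, cysteine and threonine synthesis, 4 of 24 fell over all genes tested and 4 adjusted over the list alone, including the cystathionine lyase STR3 (-2.03, standard error 0.18, adjusted p = 0.00643), the S-adenosylmethionine synthetase SAM1 (-1.48) and the methionine salvage enzyme ADI1 (-1.31, standard error 0.17, adjusted p = 0.00939), and for the list camera adjusted p = 0.00632, but adjusted p = 0.662 with an estimated correlation. PUT1, the proline oxidase of the list nitrogen catabolite repression, fell by 3.24 on the log2 scale (standard error 0.17, adjusted p = 0.00248). That list had 2 genes called of 20 over all genes tested and 2 adjusted over the list alone, the other being the arginase CAR1 (-1.54), and camera adjusted p = 0.0475, but adjusted p = 0.672 with an estimated correlation. Among 23 amino acid and peptide permeases, the peptide transporter PTR2 (-1.78) and the permease AGP2 (-3.41) fell over all genes tested and adjusted over the list alone (camera adjusted p = 0.00115, but adjusted p = 0.246 with an estimated correlation). GCV1 of glycine breakdown (-1.16, adjusted p = 0.00874), HIS1 of histidine synthesis (-1.03, adjusted p = 0.0105) and the glutamate dehydrogenase GDH3 (-0.68, adjusted p = 0.0240) passed the adjusted p but not the fold threshold, and the asparagine synthetase ASN1 (-0.49, adjusted p = 0.0697) passed neither. All 8 genes the study named here had negative values in limma's fit, but they were chosen on these samples, which is not independent evidence. Without and with Flavourzyme, the wort values were -5.89 and -0.59 for PUT1, and -3.14 and -0.93 for STR3. They were -2.10 and -0.52 for ADI1 and -2.61 and -1.27 for CIT2, and none of these was called with Flavourzyme. HIS1 (-0.18 and -1.87) and ASN1 (0.12 and -1.09) were lower with it instead. The ribosomal RNA probe sets, which differed with the wort, moved the same way as these lists. Without glucose control replicate 1, the camera adjusted p of nitrogen catabolite repression was 0.904 and ADI1 stood at -1.27, no longer called. CAR1 was not called without glucose control replicate 2 (-1.27). GCV1 was called without the maltose Flavourzyme array (-1.43), and without it HIS1 stood at -0.18 and ASN1 at 0.12. None of the calls held without glucose Flavourzyme replicate 2, and only that of PUT1 held without either maltose control (-3.17 and -3.30) and without glucose Flavourzyme replicate 1 (-3.19), where CIT2, PTR2 and GLN1 were also called.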

To schematically represent the parts of the brewer's yeast metabolism where sugar syrup addition and protease supplementation resulted in most significant transcriptional changes based on the Two Way ANOVA analysis, the genome scale metabolic model of *S. cerevisiae iIN800 *was used [24]. Overview of the yeast metabolic network including the significantly changed genes based on the effect of sugar syrup addition (glucose versus maltose) is presented in Additional file 1.

Based on the effect of the enzyme addition itself, at a P-value of 0.05, Two-Way ANOVA test of the four studied conditions revealed 169 significantly changed genes. Of those genes, 87 were down-regulated and 82 were up-regulated in the presence of Flavourzyme.

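With Flavourzyme, 2 genes were called higher on average over both worts. PUT1, which encodes the first enzyme of proline breakdown, had a log2 fold change of 2.33 (standard error 0.17, adjusted p = 0.0415), and FLO9, a lectin-like flocculin, had 2.54 (standard error 0.19, adjusted p = 0.0415). Below the threshold of the adjusted p, the genes with Flavourzyme effects of more than 1 unit included the hexose transporter HXT5 (1.34, adjusted p = 0.186), the beta-oxidation enzyme FOX2 (1.20) and the stationary phase gene SPG4 (1.15) on the higher side. LEU2 of leucine synthesis (-1.34, adjusted p = 0.186) and the ribosome assembly factors NIP7 (-1.17) and NSA2 (-1.17) were on the lower side. By limma, 2 genes were called higher and 0 lower, against 342 higher and 559 lower at an unadjusted p under 0.05. The methods' 2-way test without moderation called 0, as did median centring, cyclic loess and the replicate block, and repeated quantile normalization called 1. Both calls rested on the maltose Flavourzyme array. Without it only the effect in glucose wort is left, where PUT1 stood at -0.32 and FLO9 at -0.047. Without glucose control replicate 1, 55 genes were called, and 45 without replicate 2, but none without any other single array.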

The GO overrepresented terms for the down-regulated genes included translation, organelle organization, RNA metabolic processes, ribosome biogenesis, transport, transcription and cell cycle (Additional file 3: Table S2). Six of those genes were involved directly in amino acid metabolism. They encode the biosynthesis of leucine (*LEU2*), histidine (*HIS1*, *HTS1*), lysine (*LYS12*), isoleucine (*ILV3*) and phenylalanine-t-RNA synthetase (*MSF1*), respectively.

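Ribosomal protein genes had lower values with Flavourzyme as a group, although no single member passed. All 128 cytoplasmic ribosomal proteins had a negative log2 fold change, with a median of -0.50 (camera adjusted p = 3.45e-20, but adjusted p = 0.531 with an estimated correlation). The lowest p-values among them were those of RPS8B (-0.99, standard error 0.16, adjusted p = 0.186), RPL21B (-0.94) and RPL8A (-1.12). Of 54 mitochondrial ribosomal proteins, 51 had a negative value, with a median of -0.44 (camera adjusted p = 1.03e-06, but adjusted p = 0.628 with an estimated correlation). In ribosome biogenesis, 75 of 103 genes were negative, with a median of -0.18 (camera adjusted p = 0.0263, but adjusted p = 0.607 with an estimated correlation). By limma, 0 genes of these lists passed both thresholds over all genes tested and 0 adjusted over the list alone, while 61, 12 and 17 of them were lower at an unadjusted p under 0.05, and the 2-way test without moderation called 0 genes. The values of the cytoplasmic ribosomal proteins named rested on the maltose Flavourzyme array. Without that array, RPS8B stood at 0.16, RPL21B at 0.065 and RPL8A at 0.30. Genes of ribosome biogenesis were mostly negative in glucose wort as well, where that array plays no part. The camera adjusted p was 0.0986 for mitochondrial ribosomal proteins and 0.361 for ribosome biogenesis without glucose control replicate 2. Signs of RNA quality moved with Flavourzyme in both worts, as the mean ribosomal RNA signal (13.1 and 12.2 against 11.1 and 11.6 in glucose wort, 9.50 against 8.54 and 8.61 in maltose wort) and the median 3' minus 5' signal of the control genes (1.04 and 1.03 against 0.519 and 0.778, 0.770 against 0.600 and 0.700) were higher with it.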

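LEU2 and ILV3, enzymes of leucine and of branched-chain amino acid synthesis, had lower signals with Flavourzyme on average over both worts, as did genes for histidine and lysine synthesis. ILV3 had a log2 fold change of -0.99 (standard error 0.15, adjusted p = 0.186). The value was -0.69 (adjusted p = 0.204) for HIS1 and -0.76 (adjusted p = 0.206) for the homoisocitrate dehydrogenase LYS12. The tRNA synthetases HTS1 and MSF1 had -0.85 (adjusted p = 0.200) and -0.72 (adjusted p = 0.204). By limma, 0 of the 6 passed over all genes tested, and 0 in the 2-way test without moderation, although 6 of 6 were negative with an unadjusted p under 0.05. The study chose them on these samples, so this direction is not independent evidence. In glucose wort alone, the Flavourzyme effect was positive for HIS1 (0.16), HTS1 (0.086), MSF1 (0.34) and ILV3 (0.069). It was negative there for LEU2 (-0.40) and LYS12 (-0.033). In the lists fixed beforehand, all 11 genes of branched-chain amino acid synthesis were negative, with a median of -0.59 (camera adjusted p = 0.000912, but adjusted p = 0.278 with an estimated correlation). LEU2 fell when adjusted over the list alone, and none did over all genes tested. All 9 genes of lysine synthesis (camera adjusted p = 0.00779, but adjusted p = 0.312 with an estimated correlation) and all 7 of histidine synthesis (camera adjusted p = 0.0263, but adjusted p = 0.473 with an estimated correlation) were negative, with medians of -0.39 and -0.51. LEU2 was called without glucose control replicate 1 (-1.41), while without the maltose Flavourzyme array its value was -0.40 and that of ILV3 0.069. The camera adjusted p was 0.143 for histidine synthesis without glucose control replicate 1 and 0.186 for lysine synthesis without replicate 2. Ribosomal RNA signals (13.1, 12.2 and 9.50 with Flavourzyme, 11.1, 11.6, 8.54 and 8.61 without) also differed with the enzyme.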

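Genes for acetate and fatty acid use, sterol uptake and sterol synthesis had higher signals with Flavourzyme as groups. Of 19 genes of gluconeogenesis, glyoxylate and fatty acid oxidation, 14 had a positive log2 fold change, with a median of 0.71 (camera adjusted p = 1.52e-07, but adjusted p = 0.278 with an estimated correlation). ACS1, an acetyl-CoA synthetase, had 1.17 (standard error 0.17, adjusted p = 0.186). All 8 measured genes of the list DAN/TIR and anaerobic sterol uptake were positive, with a median of 0.66 (camera adjusted p = 8.87e-07, but adjusted p = 0.278 with an estimated correlation). Its importer AUS1 had 1.08 and its wall proteins TIR1 and TIR3 had 0.81 and 1.25. Of 24 genes of ergosterol synthesis, 23 were positive, with a median of 0.47 (camera adjusted p = 5.01e-09, but adjusted p = 0.278 with an estimated correlation). ERG7 had 0.83 and the reductase HMG1 1.11. Among the 34 genes of oxidative phosphorylation, 23 were positive, NDE1 among them (0.81), with a median of 0.16 (camera adjusted p = 0.000995, but adjusted p = 0.453 with an estimated correlation). Of 13 hexose transporters, 9 were positive (camera adjusted p = 0.0103, but adjusted p = 0.531 with an estimated correlation), and HXT5 was higher when adjusted over the list alone. By limma, none of the genes of these lists was called over all genes tested, and the 2-way test without moderation called none either. At an unadjusted p under 0.05, 10 genes of gluconeogenesis, glyoxylate and fatty acid oxidation, 7 of anaerobic sterol uptake and 11 of ergosterol synthesis were higher. Without glucose control replicate 1, TIR3 (1.44) and HXT5 (1.49) passed, as HMG1 did without glucose control replicate 2 (1.35). Without the maltose Flavourzyme array, ACS1 stood at 0.087 and HXT5 at -0.29. The hexose transporters did not pass as a list without glucose control replicate 1 (camera adjusted p = 0.954). The mean ribosomal RNA signal was also higher with Flavourzyme (13.1 and 12.2 against 11.1 and 11.6 in glucose wort, 9.50 against 8.54 and 8.61 in maltose wort), as was the median 3' minus 5' signal of the control genes (1.04 and 1.03 against 0.519 and 0.778, 0.770 against 0.600 and 0.700).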

For the up-regulated genes, the GO terms included transport, organelle organization, response to stress, RNA metabolic process, protein modification process, transcription, DNA metabolic process.

Among them, the genes involved in the amino acid metabolism were cystathionine beta-lyase (*STR3*), converting cystathionine into homocysteine, proline oxidase (*PUT1*) and acireductone dioxygenease (*ADI1*), involved in the methionine salvage pathway (Additional file 3: Table S2). 

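In maltose wort, where STR3 and ADI1 were less expressed than in glucose wort, both had higher signals with Flavourzyme. STR3 stood at 9.07 ± 0.188 (SD, n = 2) in the maltose control and at 11.1 on the maltose Flavourzyme array, against 12.2 ± 0.272 (SD, n = 2) and 12.0 ± 0.0453 (SD, n = 2) in glucose wort without and with Flavourzyme. Over both worts the log2 fold change was 0.94 (standard error 0.18, adjusted p = 0.186) for STR3 and 0.79 (standard error 0.17, adjusted p = 0.204) for ADI1, neither of which passed. PUT1 passed in limma's test. The signal of PUT1 was 7.81 ± 0.193 (SD, n = 2) in the maltose control and 12.8 on the maltose Flavourzyme array. In glucose wort it was 13.7 ± 0.165 (SD, n = 2) without and 13.4 ± 0.130 (SD, n = 2) with Flavourzyme. All 3 genes were chosen by the study on these samples. Without the maltose Flavourzyme array, the Flavourzyme values were -0.16 for STR3 and -0.32 for PUT1, and no call was left. PUT1 was also not called without either maltose control or either glucose Flavourzyme array.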

Overview of the yeast metabolic network including the significantly changed genes based on the effect of enzyme addition is presented in Additional file 4.

At a p-value of 0.05, the interaction effect, accounting for both the addition of Flavourzyme and the type of sugar syrup used to increase the gravity, resulted in significant change of the transcriptional response for only 6 genes for the glucose supplemented fermentations, while for the maltose supplemented fermentations, in total, 86 genes were significantly changed. 

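PUT1 and FLO9 were the genes called for an interaction, that is, for a response to Flavourzyme that differed between the worts. Both values use the single maltose Flavourzyme array. On simulated data with an equal spread, this test called 2% of genes with a true interaction of 2 and 36% at 3. Other genes may thus differ without being called. PUT1 had an interaction of 5.30 (standard error 0.33, adjusted p = 0.0305) on the log2 scale, and its signal was low in the maltose control alone. FLO9 had an interaction of 5.17 (standard error 0.38, adjusted p = 0.0374), and its signal was 5.09 ± 0.338 (SD, n = 2) in the glucose control, 5.04 ± 0.139 (SD, n = 2) with Flavourzyme in glucose wort, 5.46 ± 0.164 (SD, n = 2) in the maltose control and 10.6 on the maltose Flavourzyme array. In the match to templates of a single group, FLO9 went to maltose wort with Flavourzyme (r = 0.993 over the 7 arrays) and PUT1 to the maltose control (r = -0.993). Ribosomal protein genes followed closely below the threshold, with RPL18B at -2.73 (standard error 0.32, adjusted p = 0.0614) and RPL9A at -2.44 (standard error 0.31, adjusted p = 0.0614), as did MOH1, a stationary phase gene, at -2.68 (standard error 0.28, adjusted p = 0.0614). The value was 2.53 for the cell wall protein DAN1, 3.26 for HXT5 and -2.11 for MSF1. By limma, 2 genes were called over all genes tested and 1076 had an unadjusted p under 0.05, 525 with a positive and 551 with a negative interaction. The 2-way test without moderation called 1 gene, MOH1, and the replicate block none. With quantile normalization repeated over the S. cerevisiae probe sets alone, 167 were called, 5 of them matched to glucose wort with Flavourzyme and 60 to maltose wort with Flavourzyme. To the template of glucose wort with Flavourzyme, limma's calls gave 0 genes, that test 0 and the unadjusted p 108. Without glucose control replicate 1 or 2, 1765 and 2200 genes were called, and without either maltose control or either glucose Flavourzyme array no gene was (PUT1 between 5.16 and 5.43, FLO9 between 4.93 and 5.41).

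**Figure D3:**
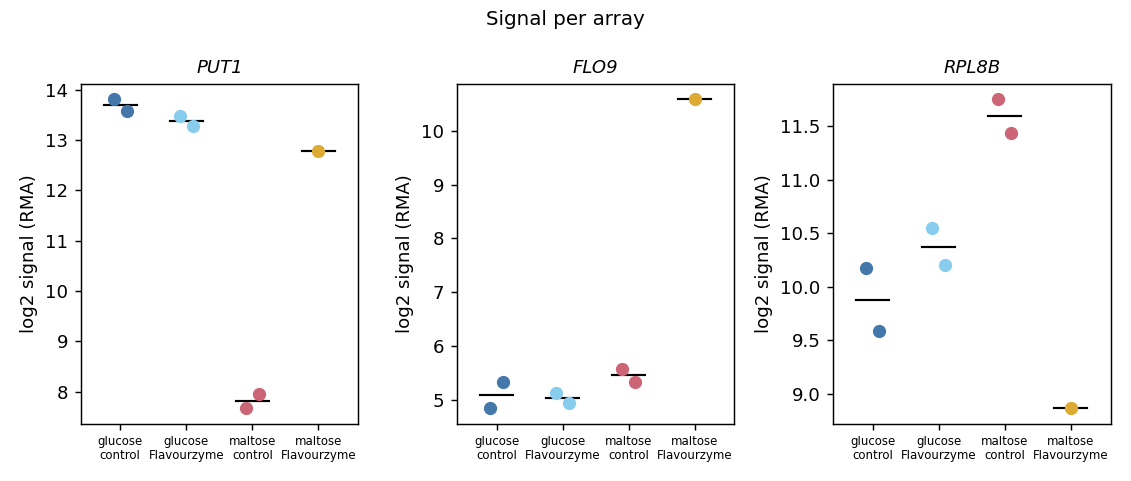
Log2 RMA signal of PUT1, FLO9 and RPL8B on each array (points) with the mean of each group (lines). PUT1 is low in the maltose control (7.81), FLO9 is high only on the single maltose Flavourzyme array (10.6), and RPL8B is highest in the maltose control (11.6).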

Two of the significantly changed genes for the glucose syrup supplemented fermentations were putative proteins with unknown function, *YJR011C *and *YCR016W*, respectively. The four genes with known function- *RME1*, *MCD4*, *SLD2 *and *SWD2 *were involved in cell growth related processes such as transcription, cell cycle, meiosis, RNA and DNA metabolic processes (Figure 3). Among the four genes, only *MCD4 *was up-regulated while the rest of the genes were down-regulated.

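In glucose wort, the genes with the lowest p-values for Flavourzyme, RME1 and SLD2, had lower signals with it. RME1 encodes a repressor of meiosis and had a log2 fold change of -1.76 (standard error 0.21, adjusted p = 0.455), and SLD2, a DNA replication initiation factor, had -1.52 (standard error 0.19, adjusted p = 0.455). The uncharacterized reading frames YCR016W and YJR011C had -1.22 (adjusted p = 0.606) and -1.03 (adjusted p = 0.701). For SWD2, a part of the histone methylation and RNA cleavage complexes, the value was -0.60 and for MCD4, an enzyme of GPI anchor synthesis, it was 0.69, both with an adjusted p of 0.701. Outside these 6, YLR287C (-2.08, standard error 0.27, adjusted p = 0.455) and YDR042C (-2.10) were lower, and the maltose permease MAL11 (1.47), the hexose transporter HXT17 (2.02), PRY3 (1.10), YKL018C-A (1.11) and TIR1 (0.97) were higher, none of them past the test, and the signals of YLR287C and YDR042C with Flavourzyme were below the 95th percentile of the S. pombe probe sets (4.96). Of 103 genes of ribosome biogenesis, 90 were negative, IPI3 (-1.70) and NOC3 (-0.85) with the lowest p, at a median of -0.31 (camera adjusted p = 5.77e-06, but adjusted p = 0.610 with an estimated correlation), and the list did not pass without glucose control replicate 2 (camera adjusted p = 0.206). Signs of RNA quality moved with Flavourzyme in glucose wort too: the median 3' minus 5' signal of the control genes was 1.04 and 1.03 with it and 0.519 and 0.778 without, and the mean ribosomal RNA signal 13.1 and 12.2 with it and 11.1 and 11.6 without. By limma, 0 genes were called, over all genes tested or, for ribosome biogenesis, adjusted over the list alone, against 393 at an unadjusted p under 0.05 and 0 in the 2-way test without moderation. The 6 genes the study named, which it chose on these samples, kept their signs but were called only when glucose control replicate 1 or 2 was left out, as 563 and 1874 genes were. RME1 then stood at -1.62 and -1.90. In the test of the interaction, RME1 had 2.06 (standard error 0.34, adjusted p = 0.0737), which did not pass.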

**Figure 3:**
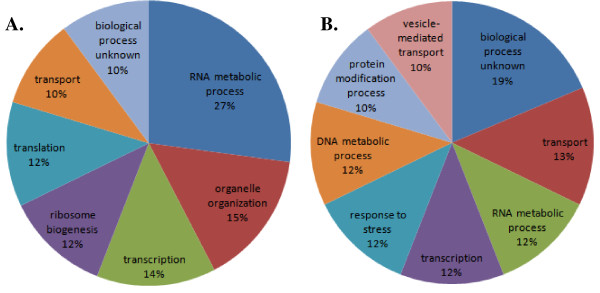
**Schematic overview of the GO annotation, based on the biological process ontology, for the significantly changed genes in maltose syrup supplemented fermentations with Flavourzyme addition**. **A**. The main overrepresented GO annotation categories for the up regulated genes. **B**. The main overrepresented GO annotation categories for the down regulated genes.

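The reading frame YAL065C, the flocculin FLO9 and the proline oxidase PUT1 had the largest increases with Flavourzyme in maltose wort, and ribosomal protein genes had the largest decreases among the genes called. YAL065C had a log2 fold change of 5.65 (standard error 0.53, adjusted p = 0.0435), FLO9 of 5.12 (standard error 0.29, adjusted p = 0.00929) and PUT1 of 4.98 (standard error 0.26, adjusted p = 0.00929). Of 5 genes of flocculation, FLO9 alone rose, over all genes tested and adjusted over the list alone, FLO11 had -2.02 (adjusted p = 0.162), and the list did not pass (camera adjusted p = 0.395). HMX1, a haem oxygenase, had 4.00 (standard error 0.36, adjusted p = 0.0435), DIA1, a gene of invasive growth, had 3.65, and INO1, which makes inositol phosphate, had 3.29. FUS1 of mating, TRS31 of vesicle transport and YDR042C had values of 3.05, 2.89 and 2.63, the last with a mean signal in the maltose control below the 95th percentile of the S. pombe probe sets (4.96). Among the genes called, the largest decreases were those of the ribosomal protein genes RPS29A (-2.78), RPL3 (-2.74), RPL8B (-2.73, standard error 0.35, adjusted p = 0.0435), RPS22A (-2.69) and RPL5 (-2.66), followed by the adenylate kinase ADK1 (-2.64, standard error 0.27, adjusted p = 0.0435) and RPL11A (-2.64). TOS6 (-2.62), TDA2 (-2.61) and YDL085C-A (-2.63, with a mean signal below the 95th percentile of the S. pombe probe sets) fell as well. By limma, 112 genes were called in this comparison of 1 array with 2, 51 higher and 61 lower. Repeated quantile normalization called 423, cyclic loess 178, the replicate block 2, the 2-way test without moderation 9 and a fit of only these 3 arrays 3632. The number of genes called was 2166 without either glucose control, and none without either maltose control or either glucose Flavourzyme array.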

Among the 86 significantly changed genes for the maltose supplemented fermentations with Flavourzyme addition, 41 genes were down-regulated and 45 genes were up-regulated. In order to determine significantly enriched Gene Ontology (GO) process terms within the significantly changed genes, based on the interaction effect of the type of sugar syrup and addition of protease, Saccharomyces Genome Database (SGD) - GO tools with significance at p < 0.05 were used. 

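Genes of acetate and fatty acid use, anaerobic sterol uptake, oxidative phosphorylation and ergosterol synthesis were higher as lists with Flavourzyme in maltose wort. Of 19 genes of gluconeogenesis, glyoxylate and fatty acid oxidation, ACS1 rose over all genes tested (2.25, standard error 0.26, adjusted p = 0.0435) and 9 rose adjusted over the list alone, with a median of 1.04 (camera adjusted p = 5.93e-07, but adjusted p = 0.233 with an estimated correlation). ADH2, which oxidizes ethanol, had 1.76 and FOX2 had 1.83, neither past the test over all genes. Among transporters, HXT5, a hexose carrier of slow-growing cells, rose by 2.97 (standard error 0.38, adjusted p = 0.0435) and the peptide importer PTR2 by 1.58 (adjusted p = 0.0461). They were the only members of their lists to rise over all genes tested, and neither list passed: 13 hexose transporters had a median of -0.14 (2 higher adjusted over the list alone, camera adjusted p = 0.399) and 23 amino acid and peptide permeases one of -0.0021 (2 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.751). Of 8 genes of the list DAN/TIR and anaerobic sterol uptake, DAN1 rose over all genes tested (1.78, adjusted p = 0.0477) and 5 rose adjusted over the list alone, with a median of 0.97 (camera adjusted p = 0.000490, but adjusted p = 0.350 with an estimated correlation). Of 34 genes of oxidative phosphorylation, CYC1 (1.74) and NDE1 (1.52) rose over all genes tested and 5 rose adjusted over the list alone (camera adjusted p = 0.00408, but adjusted p = 0.439 with an estimated correlation). For 24 genes of ergosterol synthesis, the median was 0.69 (camera adjusted p = 7.92e-06, but adjusted p = 0.424 with an estimated correlation), and 9 rose adjusted over the list alone but not over all genes tested. The ribosome biogenesis genes BFR2 and MDN1 rose by 1.60 and 1.60. On the maltose Flavourzyme array the mean ribosomal RNA signal (9.50 against 8.54 and 8.61 in the controls) and the median 3' minus 5' signal of the control genes (0.770 against 0.600 and 0.700) were higher too. In the test of the interaction, ACS1 had 2.17 (standard error 0.33, adjusted p = 0.0715) and CYC1 had 2.08 (adjusted p = 0.0737), so a difference from glucose wort was not shown for either. Each call over all genes tested ended without either maltose control (ACS1 2.24 and 2.27) or either glucose Flavourzyme array (2.25).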

The most overrepresented GO terms among the up-regulated genes with known function were transport and cell growth related processes such as RNA metabolic process, transcription and DNA metabolic process (Additional file 5: Table S3). 11 of the 45 up-regulated genes were ORF with unknown function. 

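MET13, the main methylenetetrahydrofolate reductase of methionine synthesis, rose with Flavourzyme in maltose wort, with a log2 fold change of 1.97 (standard error 0.28, adjusted p = 0.0435). ARO80, the activator of genes for the breakdown of aromatic amino acids, had 0.96 (standard error 0.24, adjusted p = 0.0958), and ARG82, an inositol polyphosphate kinase, had 0.84 (standard error 0.22, adjusted p = 0.104), which did not pass. The signal of MET13 was 9.86 ± 0.0571 (SD, n = 2) in the maltose control, 11.8 on the maltose Flavourzyme array, and 11.0 ± 0.214 and 10.3 ± 0.262 (SD, n = 2 each) in glucose wort without and with the enzyme. In limma's test of the interaction, MET13 had 2.67 (standard error 0.36, adjusted p = 0.0614), ARO80 1.08 (adjusted p = 0.160) and ARG82 0.88 (adjusted p = 0.193), so none was called over all genes tested. Their unadjusted p-values were 0.000343, 0.0138 and 0.0220. STR3 of methionine synthesis also rose in maltose wort (2.05, standard error 0.27, adjusted p = 0.0435). The study chose the first 3 genes on these samples. All 3 had a called interaction without glucose control replicate 1 or 2 (2.83 and 2.52 for MET13), and the calls of MET13 and STR3 in maltose wort ended without either maltose control (1.93 and 2.02 for MET13) or either glucose Flavourzyme array.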

Three of the up-regulated genes - *ARG82*, *ARO80 *and *MET13*, were directly involved in amino acid metabolism. *ARG82 *is inositol polyphosphate multikinase (IPMK), regulating arginine-, phosphate-, and nitrogen-responsive genes; *ARO80 *is activating transcription of aromatic amino acid catabolic genes in the presence of aromatic amino acids and *MET13 *is major isozyme of methylenetetrahydrofolate reductase, involved in the methionine biosynthesis pathway. 

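Ribosomal protein genes had lower values with Flavourzyme in maltose wort, negative for 124 of 128 cytoplasmic and 54 of 54 mitochondrial ones. Of 128 cytoplasmic ribosomal proteins, 20 fell and none rose over all genes tested, and 84 fell adjusted over the list alone, with a median log2 fold change of -1.19 (camera adjusted p = 2.07e-28, but adjusted p = 0.439 with an estimated correlation). RPL8A (-2.54, standard error 0.32, adjusted p = 0.0435), RPS8B (-2.13, standard error 0.25, adjusted p = 0.0435), RPL18B (-2.12) and RPL21B (-1.94) were among them. Of 54 mitochondrial ribosomal proteins, RSM27 fell over all genes tested (-1.37, adjusted p = 0.0483) and 3 fell adjusted over the list alone, with a median of -0.90 (camera adjusted p = 1.58e-10, but adjusted p = 0.590 with an estimated correlation). In ribosome biogenesis, the assembly factors NIP7 (-2.24) and BRX1 (-1.65) were 2 of 3 genes that fell while 2 rose over all genes tested (4 and 2 adjusted over the list alone), and the 103 genes had a median of -0.067 (camera adjusted p = 0.970). Relative to the glucose control, the same ribosomal protein genes were high in the maltose control: 98 of 128 were higher over all genes tested there and 110 adjusted over the list alone, with a median of 1.24 (camera adjusted p = 3.58e-17, but adjusted p = 0.560 with an estimated correlation), RPS15 (1.84) and RPS0A (1.59) among them. With Flavourzyme in both worts the median difference was -0.052. The ribosomal RNA probe sets had a mean log2 signal of 9.50 on the maltose Flavourzyme array and of 8.54 and 8.61 on the maltose control arrays. By limma, the interaction median of the cytoplasmic list was -1.38 (camera adjusted p = 1.79e-28, but adjusted p = 0.542 with an estimated correlation), with 0 members called over all genes tested and 65 adjusted over the list alone. Calls in maltose wort ended without either maltose control or either glucose Flavourzyme array (RPL8A -2.54 without maltose control replicate 1), and the 98 wort calls without either maltose control (RPS15 1.85).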

Among the down-regulated genes, the most overrepresented GO terms were also cell growth related processes such as RNA metabolic process, organelle organization, transcription, ribosome biogenesis and translation. Three of the down-regulated genes- *FRS2*, *VAS1*, *HTS1 *were also involved in cellular amino acid and derivative metabolic process. 

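Genes that load amino acids onto tRNAs had lower signals with Flavourzyme in maltose wort. HTS1, the histidyl-tRNA synthetase of cytoplasm and mitochondria, fell, with a log2 fold change of -1.79 (standard error 0.27, adjusted p = 0.0461). VAS1 had -0.79 (standard error 0.23, adjusted p = 0.119) and FRS2 -0.76 (standard error 0.23, adjusted p = 0.130), which did not pass. Of 18 cytoplasmic aminoacyl-tRNA synthetases, HTS1 fell over all genes tested and 2 fell adjusted over the list alone, the leucyl-tRNA synthetase CDC60 (-1.65, adjusted p = 0.0723 over all genes) having the next lowest p, with a median of -0.70 (camera adjusted p = 0.000188, but adjusted p = 0.439 with an estimated correlation). Of 14 mitochondrial aminoacyl-tRNA synthetases, MSF1 fell over all genes tested (-1.77, standard error 0.23, adjusted p = 0.0435) and 8 fell adjusted over the list alone, with a median of -1.22 (camera adjusted p = 2.76e-05, but adjusted p = 0.439 with an estimated correlation). Of 11 genes of branched-chain amino acid synthesis, LEU2 (-2.27, standard error 0.24, adjusted p = 0.0435) and ILV3 (-2.05) fell over all genes tested and 5 adjusted over the list alone, with a median of -0.98 (camera adjusted p = 7.44e-05, but adjusted p = 0.233 with an estimated correlation). Of 9 genes of lysine synthesis, 5 fell adjusted over the list alone, LYS9 (-1.78) and LYS12 (-1.49) being below the test over all genes (camera adjusted p = 0.00472, but adjusted p = 0.350 with an estimated correlation), and HIS1 of histidine synthesis fell by 1.54 on the log2 scale. For 24 genes of methionine, cysteine and threonine synthesis the median was -0.084, and 2 rose over all genes tested while 3 rose and 1 fell adjusted over the list alone (camera adjusted p = 0.926). The mean ribosomal RNA signal also differed, at 9.50 on the maltose Flavourzyme array and 8.54 and 8.61 in the maltose controls. In limma's interaction test, HTS1 had -1.87 (standard error 0.35, adjusted p = 0.0892), VAS1 -0.92 (adjusted p = 0.193) and FRS2 -0.68 (adjusted p = 0.285). The study chose HTS1, VAS1 and FRS2 on these samples. HTS1 and VAS1 had a called interaction without glucose control replicate 1 (-2.10 and -0.81) or replicate 2, and FRS2 without replicate 1 (-0.75). Calls within maltose wort ended without either maltose control (HTS1 -1.83 and -1.75) or either glucose Flavourzyme array.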

*FRS2 *is alpha subunit of cytoplasmic phenylalanyl-tRNA synthetase, *VAS1 *is mitochondrial and cytoplasmic valyl-tRNA synthetase and *HTS1 *is cytoplasmic and mitochondrial histidine tRNA synthetase.

To schematically represent the parts of the brewer's yeast amino acid metabolism where the interaction effect of protease supplementation and type of sugar syrup used as a supplement resulted in most significant transcriptional changes based on the Two Way ANOVA analysis (Figure 4), the genome scale metabolic model of *S. cerevisiae iIN800 *was used [24]. Detailed overview of the most significant transcriptional changes in the brewer's yeast amino acid metabolism as a result of the interaction effect of protease supplementation and sugar syrup used as adjunct is presented in Additional file 6.

**Figure 4:**
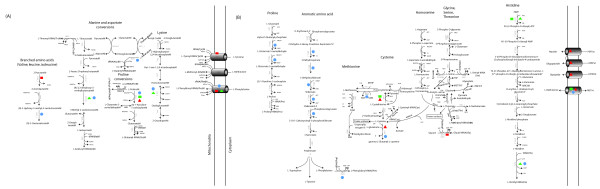
**Parts of *Weihenstephan 34/70 *amino acid metabolism (based on the genome scale metabolic model of *S. cerevisiae iIN800*) with significantly changed genes in the metabolic network identified from Two Way ANOVA Analysis**. The significantly expressed genes based on the effect of type of sugar added (maltose versus glucose) are represented by square. The significantly expressed genes based on the effect of enzyme added (enzyme versus non-enzyme supplementation) are represented by triangle. Shapes coloured in red represent the up-regulated genes and shapes coloured in green represent the down-regulated genes for the respective studied effect. Blue circle represents significantly expressed genes of the interaction effect (sugar*enzyme).

Detailed yeast metabolic map including all significantly changed genes from Two Way ANOVA analysis for the interaction effect (sugar*enzyme supplementation) in the brewer's yeast metabolic network (based on the genome scale metabolic model *S.cerevisiae iIN800*) is presented in Additional file 7.

#### Analysis of Regulators

To identify the transcription factors around which the most significant changes occur, the reporter features algorithm [21], using the interaction based on protein-protein interaction networks was applied (Table 4, hypergeometric test at P < 0.01). In total, the analysis revealed 5 TFs with high degree of transcriptional regulation.

**Table 4:** Transcription factors for the maltose supplemented fermentations, based on the t-test comparison between the control and Flavourzyme supplemented fermentations

Transcription factors	Number of neighbours	Z-score	P-value
**FKS1**	24	2,7	0,003
**POS5**	141	2,48	0,007
**HAP1**	24	2,47	0,008
**MOT3**	19	2,34	0,01
**UPC2**	17	2,08	0,02

The number of neighbours indicates the number of genes regulated by the particular transcription factor. Z-score represents the score of each TF, calculated based on the score of its neighbours. The P-value gives measure of significance and all results ≤0.05 are reported.

Among those, Fks1 is involved in cell wall synthesis and maintenance, Pos5 is mitochondrial NADH kinase and phosphorylates NADH and NAD(+) with lower specificity and it is required for the response to oxidative stress, Hap1 is a zinc finger transcription factor involved in the complex regulation of gene expression in response to levels of heme and oxygen, Mot3 is nuclear transcription factor involved in repression of a subset of hypoxic genes by Rox1p, repression of several *DAN*/*TIR *genes during aerobic growth, and repression of ergosterol biosynthetic genes. While Hap1 and Mot3 are involved in RNA metabolic processes and transcription, Pos5 is involved in response to stress and cofactor metabolic process, Hap1 in cellular respiration, Fks1 in cell wall and membrane organization and transport and Upc2 in carbohydrate metabolic process. To account for the directionality of the reported regulations, Reporter TFs for only the up-regulated or only the down-regulated genes were performed. 

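The transcripts of MOT3, UPC2 and HAP1, regulators of anaerobic, sterol and haem-responsive genes, had higher signals with Flavourzyme in maltose wort, but none passed the test. MOT3 had a log2 fold change of 2.21 (standard error 0.36, adjusted p = 0.0502) and UPC2 had 2.21 (standard error 1.09, adjusted p = 0.307). HAP1 had 0.69 (adjusted p = 0.537), the NADH kinase POS5 -0.50 (adjusted p = 0.508) and the glucan synthase FKS1 -0.44 (adjusted p = 0.544). In limma's test of the interaction, MOT3 had 3.05 (standard error 0.47, adjusted p = 0.0715), and 0 of the 5 were called, as in the 2-way test without moderation. The unadjusted p was 0.000720 for MOT3 and 0.100 for UPC2. Among the anaerobic cell wall genes that MOT3 represses, TIR3 had 1.70 and DAN1 2.53 for the interaction in these arrays, neither past the test. Within maltose wort, DAN1 was called higher with Flavourzyme. The sterol enzymes ERG7 and HMG1 had 1.19 and 1.72 there and did not pass. MOT3, HAP1 and UPC2 were called in maltose wort without either glucose control, at the same fold changes. The scores of regulators from the network of their target genes were not analysed here.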

Among the five significantly altered TFs, only Mot3 was involved in the regulation of the down-regulated genes, while the rest of the TFs were involved in the regulation of the up-regulated genes.

## Discussion

In the food industry, enzymes can be used as alternatives for traditional chemical-based technology and can substitute the use of synthetic chemicals in many different process applications. Their advantages are associated with more specific modes of action, reduced formation of byproducts and as a result, improved environmental performance of the production process such as lower energy consumption and biodegradability of waste products.

Here we show that addition of the multicomponent enzyme Flavourzyme led to increase in the available FAN in wort, which in turn resulted in improved fermentation performance with higher specific growth rate and more favored flavour profile of the final beer. In addition to the importance of the assimilable nitrogen availability, our detailed metabolome and transcriptome analysis confirmed the importance of the wort sugar composition on the utilization of the supplied nitrogen. Both transcriptome and metabolome analysis revealed significantly lower impact on the Flavourzyme addition for the glucose syrup supplemented fermentations compared to the maltose ones.

Thus, the difference in the amino acids and organic acid profile among the studied fermentations were driven by the combined effect of two major events. On one side, the intracellular metabolome profile revealed higher intracellular concentration for most of the amino acids in the maltose syrup supplemented fermentations compared to the glucose ones. Increase in the range of 1-2 fold for the amino acids in the early exponential phase for the maltose syrup supplemented fermentations revealed that addition of Flavourzyme primarily influenced the amount of nitrogenous compounds in the maltose syrup supplemented wort. During the stationary phase, comparison across the metabolome profile between the glucose and maltose syrup supplemented fermentations without addition of proteases also showed higher concentration for most of the amino acids and some of the organic acids for the stationary phase samples of the maltose syrup supplemented fermentations. Furthermore, this difference was further enhanced with the addition of Flavourzyme.

The amino acids present in wort have been previously classified into three groups based on the impact formation of α-keto acid analogues that represent important flavour compounds [25]. According to this classification, aspartate, asparagine, glutamate, glutamine, threonine, serine, methionine and proline belong to class 1, isoleucine, valine, phenylalanine, glycine, alanine and tyrosine belong to class 2 and lysine, histidine, arginine and leucine belong to class 3. While the concentration of amino acids from class 1 in the wort is considered to be relatively unimportant, as they can be either assimilated from the wort or synthesized *de novo*, the initial concentration of the compounds from class 2 is crucial since in the later stages of the fermentation the synthesis of these compounds from sugars is repressed. The amino acids from class 3 are also of importance since they are delivered exclusively from the wort. Thus, deficiencies in the amino acids from group 2 and group 3 will restrict the synthesis of compounds derived from the α-keto acid analogue of these amino acids and metabolism of their related by-products and thus affect the beer quality [6]. Addition of Flavourzyme leads to an increase in the amino acid content mainly present in class 2 and 1, as well as histidine belonging to class 3. Thus, addition of Flavourzyme might also contribute to a more balanced flavour profile of the resulting beer product.

Addition of Flavourzyme to the maltose syrup supplemented fermentations revealed intracellular increase in the amino acids such as alanine, valine and leucine involved in the pyruvate and phosphoenol pyruvate metabolism both from the early exponential and from the stationary phase. Comparison across the glucose and maltose syrup fermentations without and with Flavourzyme addition also revealed higher concentrations of these amino acids for the maltose syrup supplemented fermentations. Increase in the pyruvic acid itself, as well as most of the other TCA cycle intermediates such as fumaric, malic, succinic and citric acid from the early exponential phase of the maltose syrup supplemented fermentations was also observed. The increase in the concentrations of those compounds is possibly an indicator of the higher metabolic activity in the maltose syrup supplemented fermentations compared to the glucose ones [5]. Addition of Flavourzyme to the glucose syrup supplemented fermentations results in an increase in the intracellular concentrations of TCA cycle intermediates such as 2-oxoglutaric acid, citric acid and isocitric acid in the stationary phase. The observed accumulation of TCA intermediates inside the cell could be a result of amino acids catabolism, but it may also be due to repression on yeast growth due to the increased osmotic pressure leading to incomplete TCA cycle metabolism [6].

Transcriptome analyses confirmed the higher impact of Flavourzyme supplementation on the maltose syrup supplemented fermentations compared to the glucose ones. While statistical analyses revealed only 6 significantly changed genes upon addition of Flavourzyme for the glucose syrup supplemented fermentations, 86 genes were significantly changed for the maltose syrup supplemented fermentations.

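Across the transcriptome, fold changes with Flavourzyme were larger in maltose wort than in glucose wort when both glucose controls were averaged. The median absolute log2 fold change was 0.42 in maltose wort, where 1 array is compared with 2, and 0.23 in glucose wort, where it was 0.29 and 0.40 without glucose control replicate 1 or 2, so the gap depends on the glucose controls. Of 128 cytoplasmic ribosomal proteins, 86 had a positive value in glucose wort, with a median of 0.15 (camera adjusted p = 5.77e-06, but adjusted p = 0.749 with an estimated correlation). Genes under nitrogen catabolite repression, which are held down while good nitrogen sources last, had a median of -0.66 in glucose wort (camera adjusted p = 0.0237, but adjusted p = 0.749 with an estimated correlation) and 0.48 in maltose wort (camera adjusted p = 0.00813, but adjusted p = 0.661 with an estimated correlation). The interaction median of that list was 1.22 (camera adjusted p = 0.00142, but adjusted p = 0.601 with an estimated correlation), with PUT1 called over all genes tested and adjusted over the list alone. Hexose transporters had a median of 0.84 in glucose wort (camera adjusted p = 0.0193, but adjusted p = 0.610 with an estimated correlation), with HXT1 at 1.25 and HXT13 at 2.40. In branched-chain amino acid synthesis, LEU9 had 1.08 in glucose wort and an interaction of -2.24 (standard error 0.35, adjusted p = 0.0715), and the list's interaction median was -1.10 (camera adjusted p = 0.000369, but adjusted p = 0.295 with an estimated correlation). By limma, 0 genes were called in glucose wort and 112 in maltose wort, against 393 and 1246 at an unadjusted p under 0.05. The 2-way test without moderation called 0 and 9. For the interaction itself, limma called PUT1 and FLO9. These counts rest on the spread of the glucose controls, since 563 and 1874 genes were called in glucose wort without replicate 1 or 2 of them, 2166 in maltose wort without either, and 1765 and 2200 for the interaction. The median 3' minus 5' signal of the control genes was 1.04 and 1.03 in glucose wort with Flavourzyme, against 0.519 and 0.778 without. Over all 5635 genes, the effects in both worts had a Pearson correlation of -0.26 and a Spearman correlation of -0.22 across genes, which are not independent replicates, and 2511 genes (44.6%) had the same sign. The medians in glucose wort without glucose control replicate 1 or 2 were 0.11 and -1.14 for nitrogen catabolite repression, -0.26 and 1.46 for hexose transporters, -0.28 and 0.52 for mitochondrial ribosomal proteins and 0.43 and -0.071 for cytoplasmic ones, so the sign of each depends on the control used, and the Pearson correlation was -0.12 and -0.22. The paper concludes from both its transcriptome and its metabolome data that Flavourzyme had its higher impact in maltose wort. Its metabolome data were not analysed here. It proposes that carbon catabolite repression by glucose may also hold down the uptake of nitrogenous compounds.

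**Figure D4:**
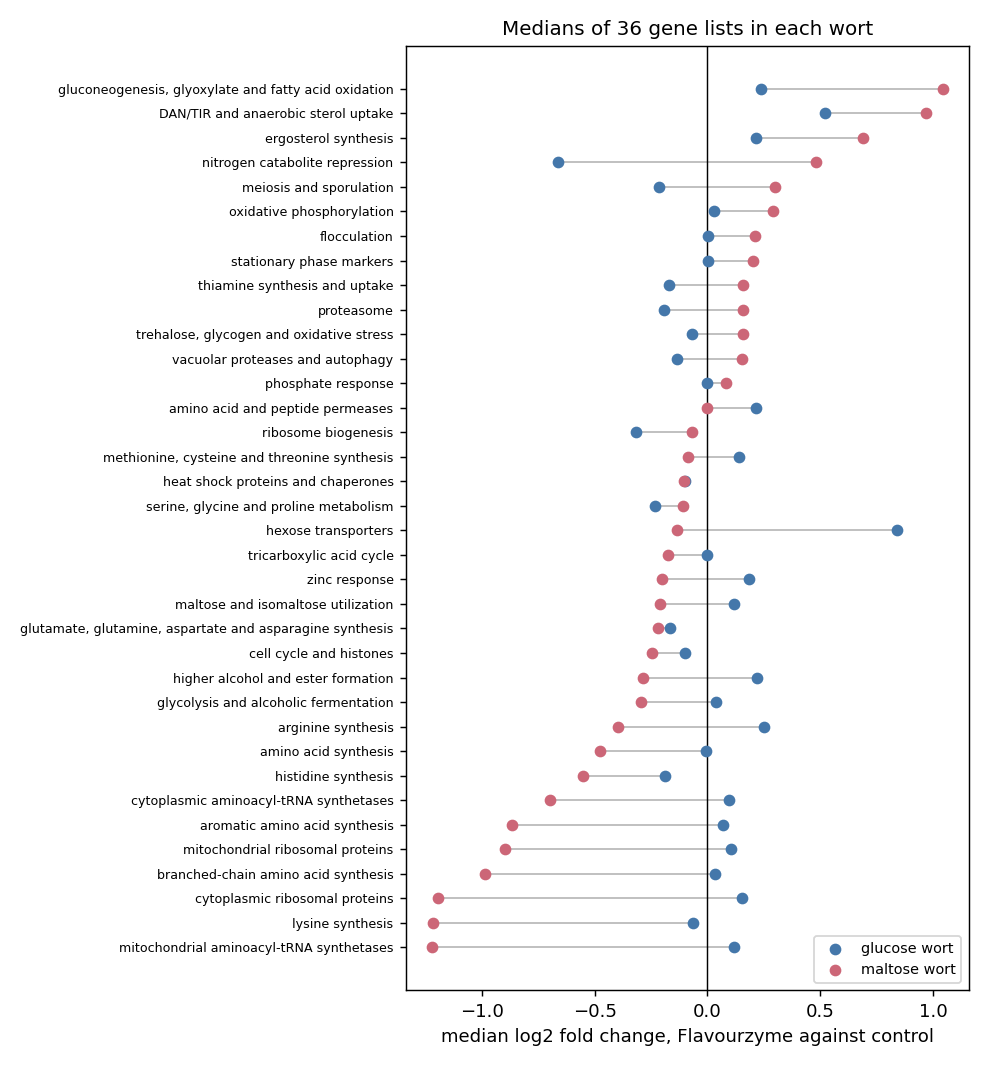
Median log2 fold change of Flavourzyme against control for each of 36 gene lists in glucose wort and in maltose wort, joined by a line. The list of cytoplasmic ribosomal proteins has 0.15 in glucose wort, which is -0.071 without glucose control replicate 2, and -1.19 in maltose wort. Nitrogen catabolite repression has -0.66 and 0.48, the first of which is 0.11 without glucose control replicate 1.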

Addition of Flavourzyme did not result in the same transcriptional response in the glucose syrup supplemented fermentations compared to the maltose syrup supplemented ones. Presence of high concentrations of glucose in the growth medium likely represses the transcription of multiple genes involved in the alternative carbohydrate and mitochondrial metabolism. This phenomenon is known as carbon catabolite repression (CCR). CCR encounter coordinated down regulation of the transcription of large group of genes involved in metabolism of non-glucose carbon sources, a number of hexose transporters and respiration [26,27]. A major role in the global regulation of CCR is played by the two nutrient signaling transducers- Snf1 and Gcn2. Tor1 is another important nutritional transducer which has been implicated in the up-regulation of the general amino acid permease with broad specificity- Gap1, in the down regulation of the tryptophan and tyrosine permease- Tat2 and the high affinity histidine permease- Hip1. A study of Peter et al., 2006 [28] found that transport of neutral, cationic and anionic amino acids is regulated by CCR at the protein expression and functional levels. By deletion of various genes involved in the amino acids sensing and uptake, the authors proved that signaling of the activation of neutral and cationic amino acid permeases due to CCR activation is via the TOR1 pathway and not through the Snf1/Mig1, Gcn2 or Ras kinase pathways. The authors observed an increase in the amino acid transporter activity for all three classes of amino acids when *S. cerevisiae *was grown on alternative carbon source as for example galactose media, compared to those grown on glucose media. This observation may explain the lower amino acid uptake for the glucose syrup supplemented fermentations with Flavourzyme addition, where only a small increase in the relative concentration for some of the studied intracellular amino acids (in our metabolome profile) and low number of significantly changed genes (in our transcriptome profile) were observed compared to maltose syrup supplemented fermentations with Flavourzyme addition. Thus, it is possible that the observed carbon catabolite repression in glucose rich media also represses the uptake of nitrogenous compounds in the wort. As a result of such repression, the low number of significantly changed genes in the glucose syrup supplemented fermentations is possible indication that the regulatory control of the Flavourzyme addition is mainly achieved at the levels of enzyme kinetics (metabolome) levels and not at hierarchical (transcriptome) levels [29].

On the contrary, for the maltose syrup supplemented fermentations, addition of Flavourzyme might have also resulted in significant changes at the levels of transcription/translation and post-translational modifications.

## Conclusion

In conclusion, changes in the amino acid uptake when glucose or alternative to glucose carbon sources are used, plays an important role in protein synthesis and other processes of cell metabolism. For example, amino acids form intermediates for the major catabolic pathways such as acetyl CoA, pyruvate and 2-oxoglutarate [28]. Therefore, the wort's amino acid content and utilization in combination with the wort's sugar composition used is of great importance since it will have significant impact, not only on the brewer's yeast metabolism, but also on the flavour profile of the final beer. This study is also an illustration how combination of transcriptome and metabolome analyses can be used for "system-wide" analysis in industrial yeast fermentations for better understanding of the complex secondary metabolism and the types of regulation (hierarchical and/or metabolic) as a result of given environmental change.

## Declaration of competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MPP- carried out most of the experimental work, data interpretation and drafted the manuscript; AF - performed analysis of the transcriptome data; WV- performed analysis of the transcriptome data and draw the metabolic maps; MLW - carried out part of the fermentation studies, transcriptome and metabolome sampling; HPHH- participated in the discussion of the data and manuscript correction; CW- manuscript correction; JN- discussion of the data and manuscript correction; LO- discussion and interprepation of the data, manuscript correction and edited the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Overview of the brewer's yeast metabolic network including the significantly changed genes based on the effect of sugar syrup addition**. The figure presents parts of the brewer's yeast metabolism where sugar syrup supplementation resulted in most significant transcriptional changes based on the Two Way ANOVA analysis. Click here for file

Additional file 2 **GO annotation based on the biological process ontology for the significantly changed genes in glucose versus maltose syrup supplemented fermentations regardless of the Flavourzyme addition**. Table S1 contains the most overrepresented categories, from the GO annotation based on the biological process ontology, including the significantly changed up- and down-regulated genes for the glucose versus maltose syrup supplemented fermentations regardless of the Flavourzyme addition. Click here for file

Additional file 3 **GO annotation based on the biological process ontology for the significantly changed genes from the comparison of enzyme (Flavourzyme) supplemented versus non-enzyme (control) fermentations, regardless of the type of sugar syrup used as adjunct**. Table S2 includes the most overrepresented categories from the GO annotation (based on the biological process ontology) for the significantly changed up- and down-regulated genes for the Flavourzyme supplemented versus non supplemented fermentations, regardless of the type of sugar syrup used as adjunct. Click here for file

Additional file 4 **Overview of the brewer's yeast metabolic network including the significantly changed genes based on the effect of enzyme addition**. The figure presents a schematic overview of the brewer's yeast metabolism where protease supplementation resulted in most significant transcriptional changes based on Two Way ANOVA analysis. Click here for file

Additional file 5 **GO annotation based on the biological process ontology for the significantly changed genes in maltose syrup supplemented fermentations with Flavourzyme addition**. Table S3 presents the overrepresented GO annotation categories, based on the biological process ontology, for the significantly changed up- and down-regulated genes in maltose syrup supplemented fermentations with Flavourzyme addition. Click here for file

Additional file 6 **Overview of the brewer's yeast amino acid metabolism (based on the genome scale metabolic model of *S. cerevisiae iIN800*) including the significantly changed genes of the interaction effect on enzyme and sugar syrup addition**. The figure presents a close-up look of the brewer's yeast amino acid metabolism where the interaction effect of enzyme and sugar syrup addition results in most significant transcriptional changes. Click here for file

Additional file 7 **Overview of the brewer's yeast metabolic network including the significantly changed genes from the interaction effect of protease supplementation and sugar syrup addition**. The figure presents a schematic overview of the brewer's yeast metabolism where the interaction effect of enzyme and sugar syrup addition results in most significant transcriptional changes. Click here for file

# Supplementary material for: Revealing the beneficial effect of protease supplementation to high gravity beer fermentations using "-omics" techniques
**Source:** Microb Cell Fact. 2011 Apr 23;10:27. doi: 10.1186/1475-2859-10-27
**Supplement:** Additional file 2 — GO annotation based on the biological process ontology for the significantly changed genes in glucose versus maltose syrup supplemented fermentations regardless of the Flavourzyme addition. Table S1 contains the most overrepresented categories, from the GO annotation based on the biological process ontology, including the significantly changed up- and down-regulated genes for the glucose versus maltose syrup supplemented fermentations regardless of the Flavourzyme addition.

**Table S1. GO annotation based on the biological process ontology for the significantly changed genes in glucose versus maltose syrup supplemented fermentations regardless of the Flavourzyme addition.**

| **GO term** | **Gene hits** | **Cluster Frequency** | **GO term** | | **Gene hits** | **Cluster Frequency** |
| --- | --- | --- | --- | --- | --- | --- |
| ***Up-regulated genes (107)*** |  |  | ***Down- regulated genes (204)*** | |  |  |
| **transport** | 20 | 18.7% | | **organelle organization** | 52 | 25.5% |
| **response to stress** | 18 | 16.8% | | **RNA metabolic process** | 45 | 22.1% |
| **RNA metabolic process** | 16 | 15% | | **translation** | 39 | 19.1% |
| **biological process unknown** | 16 | 15% | | **biological process unknown** | 34 | 16.7% |
| **organelle organization** | 15 | 14.0% | | **transport** | 27 | 13.2% |
| **transcription** | 14 | 13.1% | | **transcription** | 20 | 9.8% |
| **response to chemical stimulus** | 14 | 13.1% | | **protein modification process** | 20 | 9.8% |
| **protein modification process** | 10 | 9.3% | | **cell cycle** | 17 | 8.3% |
| **cellular amino acid and derivative metabolic process** | 9 | 8.4% | | **ribosome biogenesis** | 16 | 7.8% |
| **Table S1,** *continued***.** GO annotation based on the biological process ontology for the significantly changed genes in glucose versus maltose syrup supplemented fermentations regardless of the Flavourzyme addition. | | | | | | |
| **carbohydrate metabolic process** | 8 | 7.5% | | **response to stress** | 15 | 7.4% |
| **generation of precursor metabolites and energy** | 7 | 6.5% | | **response to chemical stimulus** | 14 | 6.9% |
| **protein catabolic process** | 7 | 6.5% | | **DNA metabolic process** | 14 | 6.9% |
| **lipid metabolic process** | 7 | 6.5% | | **cofactor metabolic process** | 11 | 5.4% |
|  |  |  | | **carbohydrate metabolic process** | 9 | 4.4% |
|  |  |  | | **membrane organization** | 9 | 4.4% |
|  |  |  | | **lipid metabolic process** | 8 | 3.9% |

*Gene hits represent the number of genes for the up- or down regulated genes belonging to the particular GO term. This value is also given as percentage (cluster frequency).*

# Supplementary material for: Revealing the beneficial effect of protease supplementation to high gravity beer fermentations using "-omics" techniques
**Source:** Microb Cell Fact. 2011 Apr 23;10:27. doi: 10.1186/1475-2859-10-27
**Supplement:** Additional file 3 — GO annotation based on the biological process ontology for the significantly changed genes from the comparison of enzyme (Flavourzyme) supplemented versus non-enzyme (control) fermentations, regardless of the type of sugar syrup used as adjunct. Table S2 includes the most overrepresented categories from the GO annotation (based on the biological process ontology) for the significantly changed up- and down-regulated genes for the Flavourzyme supplemented versus non supplemented fermentations, regardless of the type of sugar syrup used as adjunct.

**Table S2.** GO annotation based on the biological process ontology for the significantly changed genes based on the comparison of enzyme (Flavourzyme) versus non-enzyme (control) supplementation, regardless of the type of sugar syrup used as adjunct.

| **GO term** | **Gene hits** | **Cluster Frequency** | **GO term** | **Gene hits** | **Cluster Frequency** |
| --- | --- | --- | --- | --- | --- |
| ***Up-regulated genes (82)*** |  |  | ***Down- regulated genes (87)*** |  |  |
| **biological process unknown** | 19 | 23.2% | **translation** | 26 | 29.9% |
| **transport** | 16 | 19.5% | **organelle organization** | 25 | 28.7% |
| **organelle organization** | 13 | 15.9% | **RNA metabolic process** | 23 | 26.4% |
| **response to stress** | 11 | 13.4% | **ribosome biogenesis** | 14 | 16.1% |
| **RNA metabolic process** | 10 | 12.2% | **transport** | 13 | 14.9% |
| **protein modification process** | 9 | 11% | **transcription** | 9 | 10.3% |
| **transcription** | 7 | 8.5% | **cell cycle** | 7 | 8.0% |
| **DNA metabolic process** | 7 | 8.5% | **biological process unknown** | 7 | 8.0% |
| **response to chemical stimulus** | 6 | 7.3% | **cellular amino acid and derivative metabolic process** | 6 | 6.9% |
| **cofactor metabolic process** | 6 | 7.3% | **cofactor metabolic process** | 5 | 5.7% |
| **vesicle-mediated transport** | 6 | 7.3% | **carbohydrate metabolic process** | 4 | 4.6% |
| **Table S2** *continued*. GO annotation based on the biological process ontology for the significantly changed genes based on the comparison of enzyme (Flavourzyme) versus non-enzyme (control) supplementation, regardless of the type of sugar syrup used as adjunct. | | | | | |
| **generation of precursor metabolites and energy** | 5 | 6.1% | **response to chemical stimulus** | 4 | 4.6% |
| **lipid metabolic process** | 5 | 6.1% | **protein modification process** | 4 | 4.6% |
| **signal transduction** | 5 | 6.1% | **response to stress** | 4 | 4.6% |

*Gene hits represent the number of genes for the up- or down regulated genes belonging to the particular GO term. This value is also given as percentage (cluster frequency).*

# Supplementary material for: Revealing the beneficial effect of protease supplementation to high gravity beer fermentations using "-omics" techniques
**Source:** Microb Cell Fact. 2011 Apr 23;10:27. doi: 10.1186/1475-2859-10-27
**Supplement:** Additional file 5 — GO annotation based on the biological process ontology for the significantly changed genes in maltose syrup supplemented fermentations with Flavourzyme addition. Table S3 presents the overrepresented GO annotation categories, based on the biological process ontology, for the significantly changed up- and down-regulated genes in maltose syrup supplemented fermentations with Flavourzyme addition.

**Table S3.** GO annotation based on the biological process ontology for the significantly changed genes in maltose syrup supplemented fermentations with Flavourzyme addition.

| **GOID** | **GO term** | **Gene hits** | **Cluster Frequency** |
| --- | --- | --- | --- |
| ***Up-regulated genes (45)*** |  |  |  |
| biological process unknown | 11 | 24.4% |
| transport | 8 | 17.8% |
| RNA metabolic process | 7 | 15.6% |
| transcription | 7 | 15.6% |
| response to stress | 7 | 15.6% |
| DNA metabolic process | 7 | 15.6% |
| protein modification process | 6 | 13.3% |
| vesicle-mediated transport | 6 | 13.3% |
| ***Down- regulated genes (41)*** |  |  |  |
| RNA metabolic process | 16 | 39.0% |
| organelle organization | 9 | 22% |
| transcription | 8 | 19.5% |
| ribosome biogenesis | 7 | 17.1% |
| translation | 7 | 17.1% |
| transport | 6 | 14.6% |
| biological process unknown | 6 | 14.6% |

*Gene hits represent the number of genes for the up- or down regulated genes belonging to the particular GO term. This value is also given as percentage (cluster frequency).*

How the deposited data were processed for this re-analysis (not part of the article)

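Genome-wide expression was measured once per sample on Affymetrix Yeast Genome 2.0 arrays, which carry probe sets for S. cerevisiae and S. pombe. Samples of 20 mL from the stationary phase of 1.5 L fermentations with the lager yeast Weihenstephan 34/70 had been taken at about 200 to 220 h. By the paper's text, the exact time differed with the wort and with Flavourzyme. The 7 arrays were grouped by wort and enzyme as glucose control (n = 2), maltose control (n = 2), glucose wort with Flavourzyme (n = 2) and maltose wort with Flavourzyme (n = 1), and no second array of the last group was used here. Flavourzyme, a fungal peptidase mixture with endo- and exopeptidase activities, had been added at 60 ppm.

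The authors read the arrays with Affymetrix Microarray Suite v5.0 and made the deposited log2 values with the function rma of the R package affy, which corrects the background, normalizes the arrays by quantiles over all probe sets and summarises each probe set by median polish. The versions of affy and of R that the authors used are not given in the sources used here. The deposited values were used as they stand, and no value was made again from the raw images.

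Of 10928 probe sets, 5685 name S. cerevisiae genes and 4962 name S. pombe genes or, for 46 of them, several genes, while 213 are controls and reporters and 68 without annotation were left out. For 48 genes with several probe sets, the one with the highest mean was kept, which gave 5635 genes tested. Of these, 5368 had a mean above the 95th percentile of the S. pombe probe sets (4.96), and 116 had probe sets of the kinds that can bind several similar transcripts. No filter on low signals was applied. The number of arrays limits the precision of every value.

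The genes were fitted with limma 3.58.1 in R 4.3.3, with the mean of each of the 4 groups as the terms, 3 residual degrees of freedom and moderation by eBayes (2.78 prior degrees of freedom, prior SD 0.251). All p-values of single genes are those of limma's moderated test, two-sided, and adjusted p-values are by Benjamini-Hochberg over all genes tested within a comparison. The spread comes from the 3 groups with duplicates, and the single maltose Flavourzyme array is assumed to vary like them. The comparisons were the wort effect (mean of the maltose groups minus mean of the glucose groups), the Flavourzyme effect (mean of the Flavourzyme groups minus mean of the controls), their interaction, the Flavourzyme effect within each wort and the wort effect without and with Flavourzyme. A gene was called at an adjusted p under 0.05, and for the wort and Flavourzyme effects also at an absolute log2 fold change over 1.301, the thresholds of the paper's methods. The methods give 1.301 as a log2 fold change, but the number equals -log10(0.05), so whether it was meant as a fold threshold is uncertain, and counts without it are also given. Interaction genes were matched by correlation to templates that are 1 in a single group and 0 elsewhere.

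There were 36 gene lists, written before the data were examined: branched-chain amino acid synthesis, lysine synthesis, arginine synthesis, histidine synthesis, aromatic amino acid synthesis, methionine, cysteine and threonine synthesis, glutamate, glutamine, aspartate and asparagine synthesis, serine, glycine and proline metabolism, amino acid synthesis, cytoplasmic aminoacyl-tRNA synthetases, mitochondrial aminoacyl-tRNA synthetases, nitrogen catabolite repression, amino acid and peptide permeases, maltose and isomaltose utilization, hexose transporters, gluconeogenesis, glyoxylate and fatty acid oxidation, tricarboxylic acid cycle, oxidative phosphorylation, glycolysis and alcoholic fermentation, cytoplasmic ribosomal proteins, mitochondrial ribosomal proteins, ribosome biogenesis, heat shock proteins and chaperones, trehalose, glycogen and oxidative stress, stationary phase markers, meiosis and sporulation, cell cycle and histones, ergosterol synthesis, DAN/TIR and anaerobic sterol uptake, flocculation, higher alcohol and ester formation, proteasome, vacuolar proteases and autophagy, thiamine synthesis and uptake, phosphate response and zinc response. For each list the members called were counted with the p-values adjusted over all genes tested and adjusted over the list alone. The lists were compared with all other genes by limma's camera with a preset correlation of 0.01 between genes, adjusted over the 36 lists of a comparison. With the correlation estimated from the residuals, no list passed in any comparison. The genes named were, per comparison, the 10 called with the largest positive and the 10 with the largest negative log2 fold change, all of them where fewer were called, the 5 higher and 5 lower with the smallest p where none was, up to 4 members of each list with the smallest p, and every gene the paper names. Members of lists picked from these for the text were chosen after their values were seen.

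The calls were tested on simulated data with the same group sizes and an equal spread in all groups, which the measured arrays do not have. In each simulation, 50 genes were changed at each of the log2 sizes 1, 1.5, 2 and 3. At a true log2 change of 3, 96% were called for the wort effect, 100% for the Flavourzyme effect and 36% for the interaction. For Flavourzyme in glucose and in maltose wort, 94% and 76% were called. At 2, the shares in the same order were 90%, 84%, 2%, 74% and 46%. At 1, which is under the fold threshold of the main effects, they were 4%, 6%, 0%, 10% and 0%. Smaller changes can thus be missed in every comparison. The alternatives tried were the 2-way analysis of variance of the methods without moderation (marginal or sequential sums of squares), eBayes with trend and robust options, a model without the interaction, only the arrays of a comparison, other thresholds, other choices of probe sets, 3 other normalizations, the replicate number as a block, each array left out in turn, other template rules, an estimated correlation and the rotation test fry for the lists. Without the maltose Flavourzyme array, the wort effect is that without Flavourzyme alone and the Flavourzyme effect that in glucose wort alone. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Measurements other than the arrays, and the network analysis of regulators and metabolites, were not analysed here.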

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

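The tests of a swapped label, of degraded RNA, of mixed RNA and of the normalization were chosen only after the result was seen. The flocculin gene FLO9 and the proline oxidase gene PUT1 responded to Flavourzyme in a different way in each wort, with interactions of 5.17 and 5.30 on the log2 scale in limma's test, and no interaction was called without either maltose control or either glucose Flavourzyme array (0 genes). By camera with its preset correlation, 15 gene lists had an interaction, and none of them with an estimated correlation, where the adjusted p-values lay between 0.295 and 0.630. Lists for translation and amino acid synthesis had negative median interactions, that is, lower responses in maltose wort: -1.38 for cytoplasmic ribosomal proteins, -0.95 for mitochondrial ribosomal proteins, -0.82 for cytoplasmic aminoacyl-tRNA synthetases, -1.32 for mitochondrial aminoacyl-tRNA synthetases, -1.10 for branched-chain amino acid synthesis, -0.83 for lysine synthesis, -0.69 for aromatic amino acid synthesis and -0.43 for amino acid synthesis. The medians were also negative for maltose and isomaltose utilization (-0.61) and for glycolysis and alcoholic fermentation (-0.26). They were positive for nitrogen catabolite repression (1.22), gluconeogenesis, glyoxylate and fatty acid oxidation (0.91), oxidative phosphorylation (0.31), ergosterol synthesis (0.54) and the proteasome (0.37). The probe sets for ribosomal RNA, which the paper does not report on, differed by a mean of -3.08 on the log2 scale between maltose and glucose arrays.

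All interactions use the single maltose Flavourzyme array, so a technical deviation of that array was weighed against an effect of the wort on the response to Flavourzyme. The median absolute interaction of the S. pombe probe sets, which match no transcript of this yeast, was 0.454 of that of the S. cerevisiae genes (bootstrap interval 0.433 to 0.475), and 1.36 times their own contrast in glucose wort, where noise alone gives 1.58. Both values lie under the bounds set beforehand for a technical deviation, but those bounds were too weak to exclude one, because the S. pombe probe sets lie near the floor of the signal (median 3.29, against 9.20 for the genes tested) and a deviation in bright signals need not reach them. With 1 array in the group, a deviation of that array and an effect of Flavourzyme in maltose wort cannot be told apart.

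Glucose control replicate 1 stood apart from replicate 2, with a correlation of 0.928 between them and of 0.948 between replicate 1 and the maltose Flavourzyme array. A swap of these arrays was argued against, because the maltose Flavourzyme array correlated less with glucose control replicate 2 (0.883) than with the maltose controls (mean 0.935). Degraded RNA was argued against too, because the median 3' minus 5' difference of the control genes was 0.519 on replicate 1 and 0.600 to 1.04 on the other arrays. RNA mixed with that of other sampled cultures stays open: 42 genes lay over 1 log2 unit outside the range of the other arrays, within the 0 to 97 found for the others. A difference between the sampled cultures is also open and was not tested.

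More genes were higher than lower in maltose wort by limma, as 59.5% of those called. By the 2-way test without moderation, 44.2% were higher with marginal and 42.9% with sequential sums of squares. With quantile normalization repeated over the S. cerevisiae probe sets alone, 32.6% were higher. That step itself draws the median wort effect over all genes from 0.26 to 0.066, whatever its source, so the normalization over both species and a difference in the total amount of mRNA between worts cannot be told apart by it.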

How the results depend on the processing

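The alternatives that count both maltose controls as 1 sample, match interaction genes at an unadjusted p, repeat the lists without glucose control replicate 1 or 2 or repeat the correlation with arrays left out or scaled otherwise were chosen only after the result was seen. By limma, 496 genes were called for wort, 2 for Flavourzyme, 2 for the interaction, 0 and 112 for Flavourzyme in glucose and in maltose wort, and 1609 and 164 for wort without and with Flavourzyme. The count for wort stayed within 1.5 times under all 3 other normalizations, trend and robust options, the model without interaction, other choices of probe sets and the replicate block.

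With single arrays left out, the lowest and highest counts were 0 to 912 for wort, 0 to 55 for Flavourzyme, 0 to 2200 for the interaction, 0 to 1874 for Flavourzyme in glucose wort, 0 to 2166 for Flavourzyme in maltose wort, 1 to 3720 for wort without Flavourzyme and 0 to 3049 for wort with Flavourzyme. The highest values came without a glucose control, and the lowest were reached without a maltose control or a glucose Flavourzyme array. The duplicates differed by a median of 0.522 on the log2 scale for the glucose controls, 0.194 for glucose wort with Flavourzyme and 0.0846 for the maltose controls, so that leaving out a glucose control removes the widest pair from the common spread. Without the maltose Flavourzyme array no interaction could be fitted. The Flavourzyme effect is then that in glucose wort alone, where PUT1 and FLO9 had the opposite sign, with -0.32 and -0.047. The wort effect is then that without Flavourzyme alone, where HXK2 had the opposite sign, with 0.11. Over all arrays left out, the highest values of PUT1 and FLO9 were 2.40 and 2.66, and the lowest of HXK2 was -1.83. In glucose wort, the medians of 3 lists reversed without glucose control replicate 1, to 0.11 for nitrogen catabolite repression, -0.26 for hexose transporters and -0.28 for mitochondrial ribosomal proteins. Without replicate 2, the first and the last of these stood at -1.14 and 0.52 and hexose transporters at 1.46, and those of 3 other lists changed sign and lost their call, to -0.071 for cytoplasmic ribosomal proteins, -0.0026 for ergosterol synthesis and -0.12 for higher alcohol and ester formation.

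With the 2-way analysis of variance without moderation, marginal sums of squares called 138 genes for wort, 0 for Flavourzyme, 1 for the interaction, 9 for Flavourzyme in maltose wort, 581 for wort without and 14 with Flavourzyme, and sequential ones 189, 0 and 1 for the first 3. Trend and robust options called 1 gene for Flavourzyme and 1 for the interaction, and the model without interaction called 0 for Flavourzyme. With only the arrays of the comparison, 3632 genes were called for Flavourzyme in maltose wort, 485 for wort without and 2071 with Flavourzyme. Without a fold threshold, or with it on the linear scale, 1931 genes were called for wort, and with a fold threshold 758 for wort without Flavourzyme. At an unadjusted p under 0.05 the counts were 18 for Flavourzyme with the fold threshold, 1076 for the interaction, 393 and 1246 for Flavourzyme in glucose and in maltose wort, and 2453 and 1735 for wort without and with Flavourzyme. At that p, 49 interaction genes were matched to the glucose control, 108 to glucose wort with Flavourzyme, 632 to the maltose control and 287 to maltose wort with Flavourzyme.

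Quantile normalization over the S. cerevisiae probe sets called 1 gene for Flavourzyme, 167 for the interaction, 423 for Flavourzyme in maltose wort and 353 for wort with Flavourzyme. Median centring called 0, 1 and 91 for Flavourzyme, the interaction and wort with Flavourzyme, and cyclic loess called 0 for Flavourzyme and 178 for Flavourzyme in maltose wort. With the replicate block, 417 genes were called for wort, 0 for Flavourzyme, 0 for the interaction, 2 for Flavourzyme in maltose wort and 0 for wort with Flavourzyme. The replicate numbers do not pair the samples, since the differences between replicates correlated by only 0.00736 to 0.182 between groups. With both maltose controls as 1 sample, 11 genes were called for wort, 0 for Flavourzyme, 0 for the interaction, 0 for Flavourzyme in maltose wort, and 1 and 0 for wort without and with Flavourzyme. The cause was not tested for these settings.

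The correlation of the Flavourzyme effects between worts, -0.26, was -0.12 over all probe sets and between -0.27 and -0.12 with single arrays left out. By camera with the preset correlation, 16 lists were called for wort, 15 for Flavourzyme, 15 for the interaction, 12 and 13 for Flavourzyme in glucose and in maltose wort, and 16 each for wort without and with Flavourzyme. Without glucose control replicate 1 or 2, 10 and 6 lists were called for Flavourzyme in glucose wort. With an estimated correlation, 0 lists were called in every comparison. The rotation test fry, which asks whether a list's genes move one way and does not compare them with other genes, called 6 lists for Flavourzyme, 5 for the interaction, 0 for Flavourzyme in glucose wort and 8 in maltose wort. Its direction was opposite to that of camera for amino acid synthesis without Flavourzyme (median 0.12) and for flocculation with Flavourzyme (median -0.12), where the wort effects of the members go both ways. Over the named genes and all alternatives, 4183 values kept their direction and side of the threshold, 1161 lost and 246 gained a call, 3 reversed and 23 moved. For gene lists, 1157 values kept their call, 212 lost and 47 gained one, 91 moved and 5 reversed. Of 5635 genes tested, 5368 had signals above the 95th percentile of the S. pombe probe sets, and for the others a difference in expression is hard to see.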

Differences from the paper's values

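All alternatives named here were set before the data were examined. By the paper's methods RNA samples were taken in duplicates, while only 1 array of maltose wort with Flavourzyme was used here. Whether the paper's counts rest on the same set of arrays is not known. At the paper's thresholds, 496 genes were called for the wort, against 311 as the paper's value. The fold threshold of 1.301 in the paper's methods equals -log10(0.05), which leaves its meaning uncertain, and without it 1931 genes were called. The count is within 1.5 times the paper's under repeated quantile normalization (390), median centring (460), cyclic loess (376), the replicate block (417) and without glucose control replicate 2 (361), and not under the other settings run. Of these genes 201 were lower in maltose wort, against the paper's 107, and the 2-way analysis of variance of the methods came within 1.5 times of that with marginal (77) and sequential (108) sums of squares, while no other setting did. The lowest log2 fold change of the wort genes was -5.80, against -4 as the paper's value. None of the alternatives brought it within its own standard error of that value. The gene was HXT2, whose SD between the glucose controls was 2.78 (n = 2). The paper gives no log base for its range, and in natural logarithms the lowest and highest values were -4.02 and 2.73, which meets the lower end of that range and not the upper. The values below are on the log2 scale. The highest was 3.93, against the paper's 3.4. It was within its standard error of that under repeated quantile normalization (3.53) and cyclic loess (3.33). The same held without maltose control replicate 2 (3.16) and without the maltose Flavourzyme array (3.21), but not under the others.

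For Flavourzyme, 2 genes were called, against the paper's 169, with 2 higher against the paper's 82 and 0 lower against the paper's 87. No setting run came within 1.5 times of these. The highest count was 55, without glucose control replicate 1. By limma, 901 genes had an unadjusted p under 0.05 for Flavourzyme without a fold threshold, and the 2-way test without moderation called 0. For the interaction, 0 genes were matched to glucose wort with Flavourzyme, against the paper's 6, and 1 to maltose wort with Flavourzyme, against the paper's 86 (1 higher against the paper's 45, 0 lower against the paper's 41). By limma, 1076 genes had an unadjusted p under 0.05 for the interaction, and the 2-way test without moderation called 1. With repeated quantile normalization, 5 genes were matched to glucose wort with Flavourzyme and 60 to maltose wort with Flavourzyme, 33 of them higher, each within 1.5 times of the paper's, while the number lower was not. The paper states no minimum correlation for its template match, and none was used for these counts.

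Of the 6 amino acid genes the paper gives as higher in maltose wort, 6 of 6 were higher but none reached the fold threshold. Without the maltose Flavourzyme array, MET5 (1.74), GRS1 (1.71), ILV6 (1.37), MSY1 (1.81) and MSF1 (1.70) were called, and ARO80 was not. Of the 8 given as lower, 8 of 8 were lower and CIT2, ADI1, STR3 and PUT1 were called. GCV1 was called under median centring (-1.32) and without the maltose Flavourzyme array (-1.43), GDH3 (-0.68) and HIS1 (-1.03) passed only without a fold threshold or with it on the linear scale, as did GCV1 and all 6 higher genes, and ASN1 (-0.49) under none of the settings run.

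Of the 9 amino acid genes the paper gives for Flavourzyme, all had the paper's direction and PUT1 alone was called. LEU2 was called without glucose control replicate 1 (-1.41) and passed at an unadjusted p with the fold threshold (-1.34), and the other 7 passed under none of the settings run. Of the 6 genes named for glucose wort and 6 for maltose wort, none had a called interaction. Repeated quantile normalization called the interaction of RME1 (2.00), MET13 (2.72) and HTS1 (-2.08). Without either glucose control the interaction was called for RME1, SLD2, YJR011C, YCR016W, ARG82, ARO80, MET13, VAS1 and HTS1, without replicate 1 alone also for FRS2 (-0.75), and for MCD4 and SWD2 under no setting. The first 9 of these also passed at an unadjusted p under 0.05, and so did the Flavourzyme effect of all 6 genes within each wort. The Flavourzyme effect in glucose wort was called for all 6 without either glucose control. The one in maltose wort was called for MET13 and HTS1 in the fit of all arrays, for ARO80 also under repeated quantile normalization, and for all 6 with only the arrays of the comparison or without either glucose control.

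The paper proposes that a high glucose level in the medium likely represses genes of alternative carbohydrate use and of mitochondria. All arrays are from stationary phase samples, and the glucose left in the wort at sampling was not analysed here. The following values therefore cannot decide whether that proposal holds. Here, 8 of 34 genes of oxidative phosphorylation and 4 of 19 of gluconeogenesis, glyoxylate and fatty acid oxidation were lower in maltose than in glucose wort and none was higher over all genes tested, with the same counts adjusted over the list alone. The 4 were JEN1 (-3.10), SUC2 (-2.64), PCK1 (-2.60) and CAT8 (-1.83). MAL11, a maltose permease, was also lower in maltose wort (-1.83). Of 54 mitochondrial ribosomal proteins, 2 were higher in maltose wort and none lower over all genes tested, and 2 were higher adjusted over the list alone (camera adjusted p = 0.00154, but adjusted p = 0.672 with an estimated correlation).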

Other observations

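Of the tests here, only the count with both maltose controls as 1 sample was chosen after the result was seen, and genes named outside the rule were picked after their values were seen. Of 23 genes of meiosis and sporulation, 4 rose in maltose wort over all genes tested and 4 adjusted over the list alone, namely the meiotic kinase MEK1 (1.53, standard error 0.15, adjusted p = 0.00769), the meiotic regulator NDT80 (2.04), SPO20 (1.37) and SPO22 (1.95), while the list did not pass (camera adjusted p = 0.104). In at least 1 glucose group, MEK1, NDT80, SPO20, SPO22, SNO3 and PHA2 had mean signals below the 95th percentile of the S. pombe probe sets (4.96), so the sizes given for them are uncertain. Of 13 genes of thiamine synthesis and uptake, SNO3 (1.76) and the thiazole enzyme THI4 (1.83) rose over all genes tested and adjusted over the list alone (camera adjusted p = 0.713). Of 26 genes of trehalose, glycogen and oxidative stress, the thioredoxin peroxidase TSA2 (1.89) and the aldose reductase GRE3 (1.58) rose and the glycogen synthase GSY1 (-2.61, standard error 0.18, adjusted p = 0.00381) fell, over all genes tested and adjusted over the list alone, while the list did not pass (camera adjusted p = 0.780). In maltose and isomaltose utilization, the permease MAL11 (-1.83) and the isomaltase IMA5 (-2.33) fell as 2 of 9 genes over all genes tested and 2 adjusted over the list alone (camera adjusted p = 0.115). The hexokinase HXK2 (-1.45) fell as 1 of 23 genes of glycolysis and alcoholic fermentation over all genes tested, and 0 fell adjusted over the list alone. MCM3 of DNA replication (-1.41) fell as 1 of 31 genes of cell cycle and histones, SPG5 (-1.35) as 1 of 15 stationary phase markers and the phosphate transporter PHO89 (-1.32) as 1 of 10 of phosphate response, each over all genes tested and adjusted over the list alone. Of 5 genes of flocculation, FLO9 rose and FLO11 fell, over all genes tested and adjusted over the list alone. All of these calls ended without glucose Flavourzyme replicate 2. NDT80 and SPO20 were not followed under other settings, and of the others all but FLO9 also ended without either maltose control. All but those of GSY1 and FLO9 ended without glucose Flavourzyme replicate 1, and those of HXK2, MCM3, SPG5 and PHO89 without glucose control replicate 2. Without the maltose Flavourzyme array, TSA2 (0.70), SPO22 (0.95), THI4 (0.17), IMA5 (-0.67), HXK2 (0.11), MEK1 (1.15), MAL11 (-1.27), SPG5 (-1.23), PHO89 (-0.63) and FLO9 (0.37) were not called.

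Of 92 genes of amino acid synthesis, PHA2 of phenylalanine synthesis (1.77) rose and 7 fell in maltose wort, over all genes tested and adjusted over the list alone (camera adjusted p = 0.00811, but adjusted p = 0.246 with an estimated correlation). PHA2 was also 1 of 13 genes of aromatic amino acid synthesis to rise, by both counts (camera adjusted p = 0.947). By limma, 0 genes passed both thresholds in serine, glycine and proline metabolism (camera adjusted p = 0.0315, but adjusted p = 0.354 with an estimated correlation), the proteasome (camera adjusted p = 0.0155, but adjusted p = 0.672 with an estimated correlation), arginine synthesis (camera adjusted p = 0.780), vacuolar proteases and autophagy (0.579), higher alcohol and ester formation (0.264) and zinc response (0.238), over all genes tested or adjusted over the list alone. At an unadjusted p under 0.05, the numbers higher and lower were 1 and 3, 3 and 7, 2 and 1, 7 and 6, 2 and 3, and 1 and 3 in these 6 lists. With Flavourzyme in maltose wort, the stationary phase genes SPG4 (2.23, standard error 0.26, adjusted p = 0.0435) rose and MOH1 (-1.99, standard error 0.21, adjusted p = 0.0435) fell, and VTC1 of polyphosphate synthesis (-1.46) fell, calls that ended without either maltose control or either glucose Flavourzyme array.

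Without Flavourzyme, 1609 genes were called between the worts, 1056 higher and 553 lower in maltose wort, and with Flavourzyme 164, 102 higher and 62 lower. Mitochondrial ribosomal proteins were higher in maltose wort without Flavourzyme in 30 of 54 genes over all genes tested and 35 adjusted over the list alone, and with Flavourzyme in 0 by both. Mitochondrial aminoacyl-tRNA synthetases were higher in 12 of 14 genes over all genes tested without Flavourzyme and 13 adjusted over the list alone, and in 0 by both with it. For wort without Flavourzyme, 1 gene was called without either maltose control, 485 without either glucose Flavourzyme array, and 3720 and 2754 without glucose control replicates 1 and 2. For wort with Flavourzyme, 3049 were called without either glucose control and 0 without either maltose control or either glucose Flavourzyme array, where the lone samples are assumed to vary like the other groups.

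In a fit of 2 groups, 598 genes were called between the 4 glucose and the 3 maltose arrays, and 1 of the 35 splits of the arrays into 4 and 3, the real one, gave as many. The share of 1 in 35 is the smallest this comparison can give, so it does not exclude chance for wort. It can speak against chance only if the 7 arrays are independent samples, which the paper's text does not settle. With both maltose controls as 1 sample, a setting chosen after the result was seen, 11 genes were called, and 0 without glucose Flavourzyme replicate 2. The highest of the other splits gave 572 genes and set glucose control replicate 2 and both glucose Flavourzyme arrays against the rest, in which glucose control replicate 1 stood with the maltose arrays. For Flavourzyme, 0 genes were called in such a fit, which has no term for wort. All 35 splits therefore gave as many (the highest other, the split by wort, gave 598), and the comparison decides nothing about chance.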
